# Loss of the *Caenorhabditis elegans* pocket protein LIN-35 reveals MuvB's innate function as the repressor of DREAM target genes

**DOI:** 10.1371/journal.pgen.1007088

**Published:** 2017-11-01

**Authors:** Paul D. Goetsch, Jacob M. Garrigues, Susan Strome

## Abstract

The DREAM (Dp/Retinoblastoma(Rb)-like/E2F/MuvB) transcriptional repressor complex acts as a gatekeeper of the mammalian cell cycle by establishing and maintaining cellular quiescence. How DREAM’s three functional components, the E2F-DP heterodimer, the Rb-like pocket protein, and the MuvB subcomplex, form and function at target gene promoters remains unknown. The current model invokes that the pocket protein links E2F-DP and MuvB and is essential for gene repression. We tested this model by assessing how the conserved yet less redundant DREAM system in *Caenorhabditis elegans* is affected by absence of the sole *C*. *elegans* pocket protein LIN-35. Using a LIN-35 protein null mutant, we analyzed the assembly of E2F-DP and MuvB at promoters that are bound by DREAM and the level of expression of those "DREAM target genes" in embryos. We report that LIN-35 indeed mediates the association of E2F-DP and MuvB, a function that stabilizes DREAM subunit occupancy at target genes. In the absence of LIN-35, the occupancy of E2F-DP and MuvB at most DREAM target genes decreases dramatically and many of those genes become upregulated. The retention of E2F-DP and MuvB at some target gene promoters in *lin-35* null embryos allowed us to test their contribution to DREAM target gene repression. Depletion of MuvB, but not E2F-DP, in the sensitized *lin-35* null background caused further upregulation of DREAM target genes. We conclude that the pocket protein functions primarily to support MuvB-mediated repression of DREAM targets and that transcriptional repression is the innate function of the evolutionarily conserved MuvB complex. Our findings provide important insights into how mammalian DREAM assembly and disassembly may regulate gene expression and the cell cycle.

## Author summary

The 8-subunit DREAM transcriptional repressor complex contains 3 functional components that together control expression of cell cycle and developmental genes. How the E2F-DP transcription factor heterodimer, the pocket protein, and the highly conserved MuvB complex coalesce on chromatin and repress DREAM target genes has yet to be determined. We directly tested the prevailing model that the DREAM pocket protein links E2F-DP to MuvB and is required for gene repression. Using a protein null mutant of the sole *C*. *elegans* pocket protein LIN-35, we demonstrate that the pocket protein indeed links E2F-DP and MuvB, which aids in the stable occupancy of DREAM components near target genes. Depletion of additional DREAM components in *lin-35* null worms revealed that the remaining chromatin-bound MuvB represses target genes. We conclude that the MuvB subcomplex mediates DREAM’s critical repressive function. Our functional genomics approach in the simplified *C*. *elegans* system reveals that the ancestral function of the pocket protein is to stabilize the innate repressive activity of MuvB, ensuring proper regulation of DREAM target genes through development.

## Introduction

As embryonic cells develop and differentiate, a conserved transcriptional program establishes their ordered exit from the cell cycle into a resting phase, also called G_0_ or quiescence. The highly conserved DREAM (for Dp, Retinoblastoma (Rb)-like, E2F, and MuvB) transcriptional repressor complex mediates this cell cycle quiescence program [1–3]. DREAM contains 3 components: a “repressive” E2F-DP heterodimer (in mammals, E2F4/5-DP1/2), a retinoblastoma-like pocket protein (in mammals, p130 or p107), and a 5-subunit subcomplex called MuvB (in mammals, LIN9, LIN37, LIN52, LIN54, and RBAP48) [1, 4, 5]. Together, the 8-subunit DREAM complex negatively regulates cell cycle reentry by directly repressing key cell cycle genes [1, 2]. How DREAM assembly culminates in gene repression is not understood.

The prevailing model for DREAM complex activity is that DREAM assembly at promoters, driven by p130/p107 linkage of E2F-DP and MuvB, mediates gene repression. Biochemical analyses in mammalian cells have revealed that DREAM assembly is triggered by DYRK1A phosphorylation of the MuvB subunit LIN52, directing MuvB association with the pocket protein [6, 7]. The p130/p107 pocket domain simultaneously interacts with MuvB and the transactivation domain of repressive E2F-DP through separate binding interfaces, completing assembly of the complex [8]. To repress transcription, DREAM localizes to chromatin through E2F-DP and the MuvB subunit LIN54 binding to DNA sequence motifs called cell cycle-dependent elements (CDEs) and cell cycle genes homology regions (CHRs), respectively [9–13]. Loss-of-function analyses in mice support a central role for the pocket protein in DREAM complex activity, since both p130/p107 double knockout mice and E2F4/5 double knockout mice display neonatal lethality, which has been attributed to defects in chondrocyte proliferation [14–16]. However, no direct evidence has demonstrated how E2F-DP, the pocket protein, and MuvB coordinate to repress target genes.

Because of the transcriptional dynamics observed during the cell cycle, how each component, especially MuvB, contributes to gene repression remains obscure. Upon progression from G_0_ into the cell cycle, p130 is phosphorylated by CDK4/6-cyclin D and dissociates from DREAM [2, 7, 17]. The transcription factor B-Myb then binds MuvB, forming the Myb-MuvB (MMB) complex, which activates late cell cycle genes [18–22]. This dual role for MuvB in repressing and activating genes, depending on the cell cycle context, complicates studies that have attempted to address its role in DREAM gene repression. For example, in contrast to E2F-DP and pocket protein loss-of-function, loss of the MuvB subunit LIN9 in mice causes early embryonic lethality [23]. This phenotype is likely due to MuvB’s activating role in MMB in the late cell cycle and not its role in DREAM [23]. Therefore, how MuvB’s inclusion in the DREAM complex contributes to target gene repression remains an outstanding question [2].

In *C*. *elegans*, the homologous complex, called DRM, acts similarly to the mammalian DREAM complex on chromatin (Fig 1A). *C*. *elegans* possesses only one pocket protein, LIN-35, which functionally resembles p130/p107 [24]. *C*. *elegans* E2F-DP (EFL-1-DPL-1) resembles the repressive E2F4-DP1 heterodimer [25]. Importantly, *C*. *elegans* MuvB likely acts predominantly or solely in a repressive capacity, because *C*. *elegans* LIN-52 lacks the phosphorylation switch present in mammalian LIN52 and no *C*. *elegans* B-Myb homolog has been identified [7, 26]. A key role of the *C*. *elegans* DRM complex is to keep germline genes repressed in developing somatic cells, as mutations in 7 of the 8 subunits cause ectopic expression of germline genes in somatic cells [27, 28]. Thus, loss-of-function analyses of *C*. *elegans* DRM subunits are well suited to address how E2F-DP, the pocket protein, and MuvB coordinate on chromatin to repress DRM target genes.

**Fig 1:**
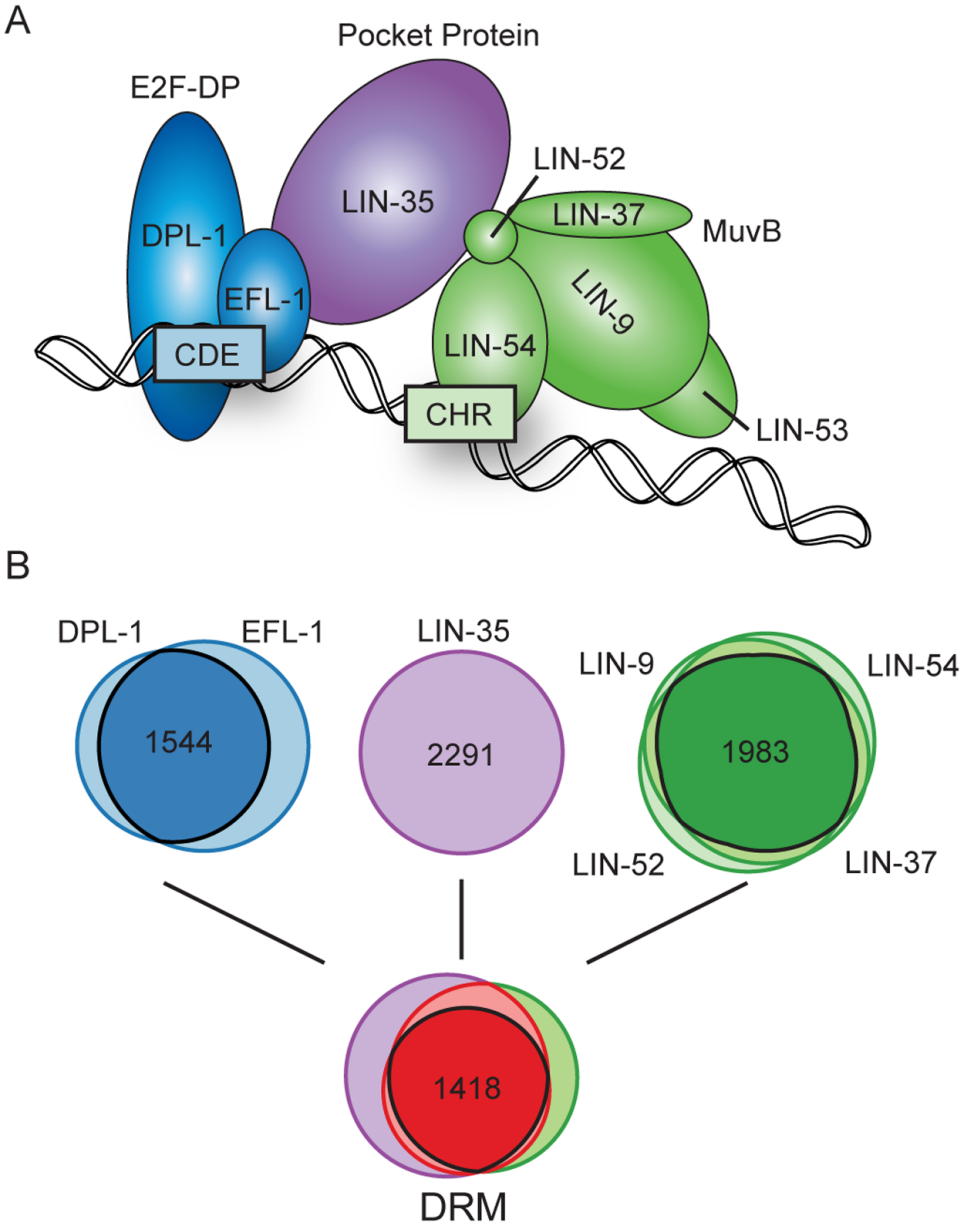
Chromatin association of the DRM complex in late *C*. *elegans* embryos. (A) Model of the *C*. *elegans* DRM complex bound to DNA: E2F-DP (blue), the pocket protein LIN-35 (purple), and the 5-subunit MuvB core (green). Subunit interactions and binding of E2F-DP and LIN-54 to CDE and CHR DNA motifs, respectively, are based on [7, 11]. (B) Tier 1: Venn diagrams showing ChIP-seq peak overlaps in wild-type late embryos for E2F-DP (1771 DPL-1 peaks, 2119 EFL-1 peaks), LIN-35 (2291 peaks), and 4 of 5 subunits of the MuvB core (2067 LIN-9 peaks, 2111 LIN-37 peaks, 2284 LIN-52 peaks, 2290 LIN-54 peaks). Tier 2: Venn diagram showing the total peak overlaps between E2F-DP, LIN-35, and MuvB.

Here we utilize a protein null mutant of the sole *C*. *elegans* pocket protein LIN-35 to test how each DRM component contributes to target gene repression. Using co-immunoprecipitation, we demonstrate that LIN-35 mediates E2F-DP and MuvB association. Using chromatin immunoprecipitation linked to high throughput sequencing (ChIP-seq), we demonstrate that E2F-DP and MuvB continue to localize to chromatin in *lin-35* null embryos, but their occupancy is reduced globally. Thus, DRM components can assemble on chromatin in the absence of LIN-35 bridging E2F-DP and MuvB association, but LIN-35 is required for maximal DRM chromatin occupancy on all regulatory elements. We also determine that misregulation of many genes with promoter-bound DRM, or “DRM target genes,” begins in *lin-35* null late-stage embryos. DRM target genes that retain some DRM chromatin occupancy in the absence of LIN-35 remain at least partially repressed; repression is mediated by MuvB, as revealed by upregulation of those target genes when MuvB components are depleted from *lin-35* null mutants. Loss of MuvB activity in *lin-35* null worms also results in sterility. Our findings highlight that MuvB's innate function is as a transcriptional repressor of DRM target genes and provide evidence for how this function is facilitated by LIN-35. These results shed light on how DRM components coordinate gene repression in worms, which has important implications for the current model of DREAM-mediated gene repression in mammals.

## Results

### E2F-DP and MuvB act primarily within the repressive DRM complex in *C*. *elegans* embryos

Chromatin association of the 8-subunit DRM complex occurs through the sequence-specific DNA-binding activities of E2F-DP and LIN-54 (Fig 1A) [11]. To begin to address how E2F-DP, LIN-35, and MuvB contribute to transcriptional repression, we re-evaluated each DRM subunit’s *in vivo* chromatin-bound landscape in *C*. *elegans* late embryos. Expanding upon our previously published 2 replicates of ChIP-seq data [29], we performed an additional biological replicate of each E2F-DP and MuvB subunit in wild-type (WT) late embryo extracts. 

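ChIP-seq locates a protein on chromatin by sequencing the DNA fragments that an antibody against it pulls down, and a peak is a stretch where these fragments exceed the input. For wild-type late embryos, 3 libraries each were mapped to DPL-1, EFL-1, LIN-9, LIN-52, and LIN-54, 2 to LIN-35, and 1 to LIN-37. Of the 3 libraries of a subunit, 2 were made with an older protocol that selected fragments on a gel, as were both LIN-35 libraries. The remaining libraries were made with the protocol that was also used for all *lin-35* null libraries. The authors mapped the reads to the ce10 build with bowtie, called peaks with SPP against input, and deposited a single peak list for each subunit, made from all of its replicates. Each list gives the position, the summit, and the SPP signal value of every peak, which is the authors' own measure of its height. All peaks of a list had the same width, from 290 bp for LIN-35 to 584 bp for LIN-37. Signal values are not on a shared scale between lists, so each peak was given its percentile within its own list, with the highest peak at 100. The mean percentile of a merged region is over all of its peaks, and that of a site of S1 Table is over the highest peak of each list at the site. The lists carry no read counts, so they do not show the depth behind a peak. They hold no value for a single replicate, so no replicate error can be given. Tests therefore count sites or regions, which are not replicates. Peaks were counted as shared when they overlapped by at least 1 bp. An E2F-DP region was a merged region with overlapping DPL-1 and EFL-1 peaks, a MuvB region was one with peaks of at least 3 of the 4 MuvB subunits, and a DRM site was one where an E2F-DP region, a LIN-35 peak, and a MuvB region overlapped.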

Late embryos represent a predominantly somatic cell sample, as only 2 germ cells (Z2/Z3) are present in each 200- to 550-cell late embryo. LIN-53 was not included, because its chromatin localization was not as robust as the other MuvB subunits [29]. We applied a 1% Irreproducible Discovery Rate (IDR) threshold on peaks called from the 3 biological replicates to identify the high-confidence chromatin binding sites for each individual DRM subunit (S1 Table). 

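The deposited wild-type lists held 1771 DPL-1 peaks, 2119 EFL-1 peaks, 2067 LIN-9 peaks, 2111 LIN-37 peaks, 2284 LIN-52 peaks, and 2290 LIN-54 peaks. Overlapping them gave 1533 E2F-DP regions and 1941 MuvB regions. Of the E2F-DP regions, 1450 (94.6%) overlapped a MuvB region. When the regions of both kinds were moved at random by 10 to 50 kb along their chromosomes, a mean of 67.7 and at most 99 E2F-DP regions overlapped a MuvB region in 1000 placements. The observed overlap was 21.4 times this mean (one-sided permutation test by random placement, p = 0.000999, the smallest p that 1000 placements can give). In the other direction, 1447 MuvB regions (74.5%) overlapped an E2F-DP region. Shortening each wild-type list to the number of peaks in the *lin-35* null list of the same subunit, keeping the highest signal values, moved these counts most, to 741 E2F-DP regions and 1157 MuvB regions.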

The overlap of individual subunit peaks defined 1544 E2F-DP peaks (EFL-1 and DPL-1 overlap) and 1983 MuvB peaks (at least 3 of 4 subunit overlap). The overlap between E2F-DP, MuvB, and 2291 LIN-35 peaks defined 1418 high-confidence DRM binding sites that were used for all subsequent analyses (Fig 1B). 

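In the deposited lists, 1412 regions met the definition of a DRM site. All 1418 sites of S1 Table overlapped a site found here, and 1402 of the 1412 overlapped a site of S1 Table. LIN-35 peaks overlapped 1490 E2F-DP regions (97.2%) and 1609 MuvB regions (82.9%). With peaks shared only when they overlapped by at least 50% of the shorter peak, 1421 DRM sites were found, and with all peaks set to 200 bp around their middle, 1426. With the wild-type lists shortened as above, 740 were found. S1 Table gives each of its sites as 500 bp with its class, HOT region, and motifs, so the sites of S1 Table were used for every comparison between groups of sites.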

We did not observe any appreciable chromatin association of individual subunits or sub-complexes independent of DRM in late embryos (S1 Fig). 

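Merging the 7 wild-type lists in a single step gave 3086 regions, of which 1339 (43.4%) held peaks of all 7 subunits. The median of their mean percentiles was 66.3. A further 598 regions (19.4%) held a peak of only 1 subunit, with a median percentile of 11.8. LIN-35 alone accounted for 276 of them, with a median percentile of 14.5. Both E2F-DP subunits without any MuvB subunit were found in 22 regions, and 2 of these also lacked LIN-35. At least 3 MuvB subunits without an E2F-DP subunit were found in 190 regions (6.16%), with a median percentile of 18.1, and 143 of these also lacked LIN-35. By subunit, the share of peaks that overlapped a peak of at least 1 other subunit ranged from 88.0% for LIN-35 to 99.6% for DPL-1. From the overlap of the subunits and the absence of appreciable sub-complexes, the paper concludes that E2F-DP and MuvB act primarily within DRM at this stage.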

To determine whether DRM subunits preferentially assemble with other transcription factors on high occupancy target (HOT) regions, we compared our DRM peak regions with HOT regions observed in *C*. *elegans* embryos [30]. 

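HOT regions are stretches of DNA where ChIP experiments place many unrelated transcription factors. S1 Table marks the DRM sites that overlap such a region in embryos, and these marks are the paper's. Over the wild-type lists, the peaks at the 425 marked sites had a median mean percentile of 73.0, and those at the 993 other sites had a median of 63.5. This difference in wild-type peak height was not tested.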

We observed that 20–30% of individual subunit peaks and 425 of the 1418 high-confidence DRM binding regions coincide with embryonic HOT regions (S1 Table). Overall, we conclude that E2F-DP and MuvB operate primarily within the context of the repressive DRM complex during late *C*. *elegans* embryogenesis, which represents an ideal stage for evaluating the mechanism of DRM action.

### The *C*. *elegans* pocket protein LIN-35 mediates the association of E2F-DP and MuvB

According to the current model of DRM complex assembly (Fig 1A), LIN-35 acts as a scaffold through concurrent interactions with EFL-1 and LIN-52 on opposite faces of the pocket domain [7, 16]. To address how LIN-35 contributes to DRM complex formation in *C*. *elegans*, we performed co-immunoprecipitation (co-IP) experiments from WT and *lin-35(n745)* late embryo protein extracts (Fig 2). The *n745* allele introduces an early stop codon and is a protein-null allele [24]. EFL-1 immunoprecipitation successfully pulled down the MuvB components LIN-37 and LIN-54 from WT extracts but not from *lin-35* null extracts. In reciprocal pull-downs, LIN-37 immunoprecipitation successfully pulled down EFL-1 and DPL-1 from WT extracts but not from *lin-35* null extracts. As controls, the EFL-1 and LIN-37 IPs successfully pulled down their respective complex partners DPL-1 or LIN-54 from both extracts. These results were observed in 2 biological replicate experiments (S2 Fig) and demonstrate that E2F-DP and MuvB association requires LIN-35.

**Fig 2:**
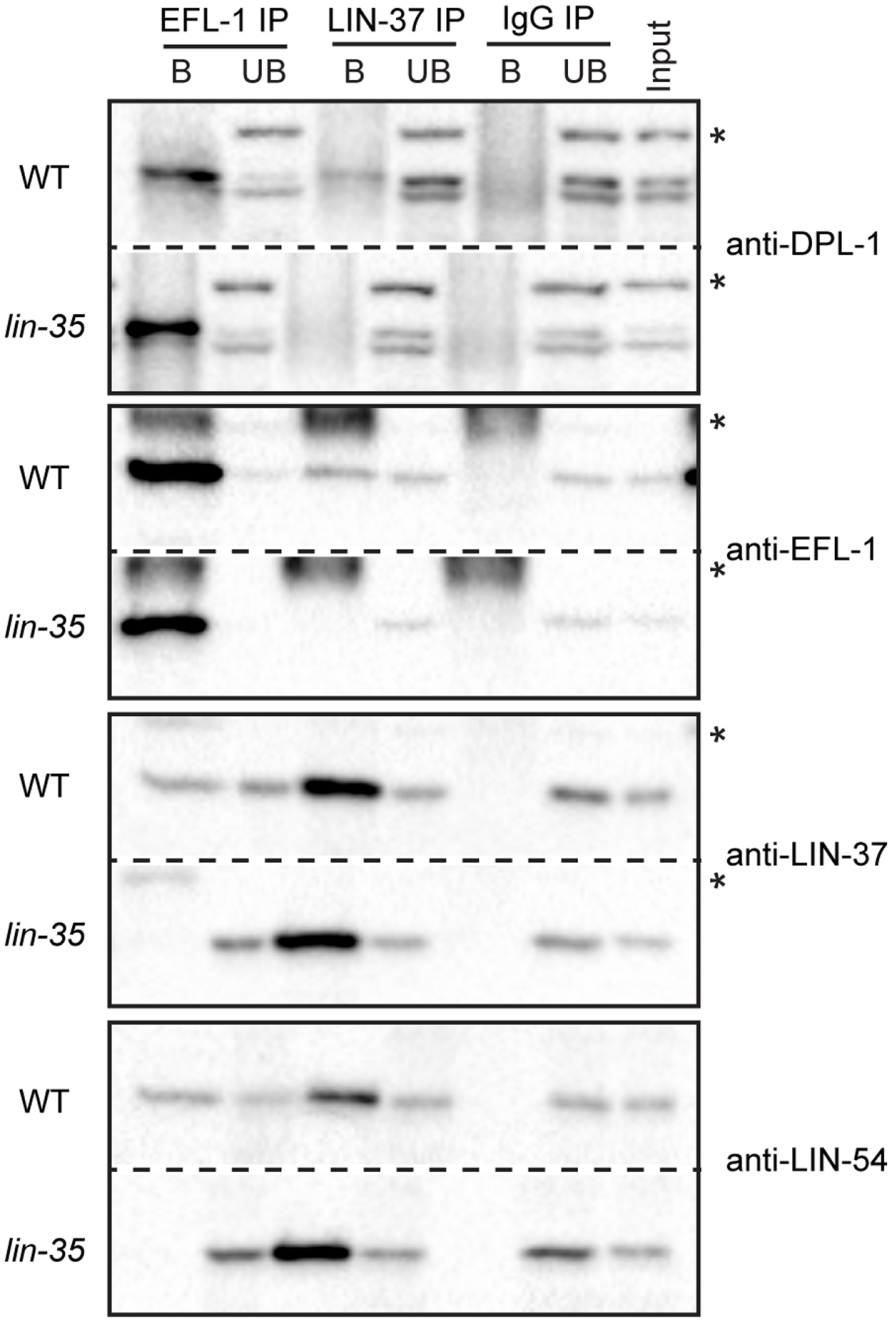
Co-immunoprecipitation analysis of DRM components from wild-type and *lin-35* null late embryo cell lysates. Late embryo extracts from wild-type (WT) and a *lin-35* null mutant were immunoprecipitated with anti-EFL-1, anti-LIN-37, or control IgG antibodies. Proteins bound (B) and unbound (UB) were separated by SDS/PAGE, and western blot analysis was performed using the antibodies indicated on the right. 5% of Input was included. Asterisks indicate non-specific bands. Full blots are shown in S2 Fig.

### Loss of LIN-35 impairs but does not eliminate E2F-DP and MuvB chromatin association

To test if loss of LIN-35 affects E2F-DP and/or MuvB chromatin localization, we performed ChIP-seq of E2F-DP (DPL-1 and EFL-1) and MuvB (LIN-9, LIN-37, LIN-52, and LIN-54) on 3 biological replicates of *lin-35* null late embryos. 

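In *lin-35* null late embryos, 3 libraries were mapped to each of the 6 E2F-DP and MuvB subunits. All were made with the newer library protocol, which was used for 6 of the 16 wild-type libraries of the same subunits. The labels also give a longer growth time for the *lin-35* null cultures. The wild-type lists of these subunits combine libraries of both protocols, and the LIN-37 list combines its library with those of an earlier study, so the genotype cannot be compared within a protocol. The peaks were called and filtered in the same way as in wild type, and the authors again deposited a single list for each subunit. The *lin-35* null lists held 995 DPL-1 peaks, 783 EFL-1 peaks, 1674 LIN-9 peaks, 927 LIN-37 peaks, 1388 LIN-52 peaks, and 1225 LIN-54 peaks. Their peaks were wider than in wild type for every subunit, from 550 bp for DPL-1 to 630 bp for LIN-9. LIN-35 ChIP in *lin-35* null embryos was not analysed here. A site of S1 Table was counted as retained when it overlapped *lin-35* null peaks of both E2F-DP subunits and of at least 3 of the 4 MuvB subunits. The differential binding analysis used read counts, which the lists do not hold, so its outcome for each site was taken from S1 Table as the paper's.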

LIN-35 ChIP-seq was performed on 2 *lin-35* null biological replicates as a negative control. We observed a genome-wide decrease in E2F-DP and MuvB subunit chromatin occupancy in *lin-35* null embryo extracts (Fig 3A, S3A Fig). 

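Of the 1418 DRM sites, 665 (46.9%) overlapped a *lin-35* null peak of EFL-1, 738 (52.0%) of LIN-37, 802 (56.6%) of DPL-1, 887 (62.6%) of LIN-54, 931 (65.7%) of LIN-52, and 992 (70.0%) of LIN-9. *lin-35* null peaks of all 6 subunits were found at 576 sites (40.6%), of 1 to 5 subunits at 464 sites, and of none at 378 sites (26.7%). A peak that is still called can be lower than in wild type. In the paper's read counts in S1 Table, the share of sites with a lower value in *lin-35* null than in wild type ranged from 78.7% for EFL-1 to 97.2% for DPL-1.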

To define the reproducible differences between *lin-35* null and WT DRM subunit ChIP-seq, we used DEseq2 differential binding analysis [31]. Of the 1418 high-confidence DRM peaks identified in WT (Fig 1B, S1 Table), 866 peaks displayed significantly decreased chromatin occupancy by at least 1 E2F-DP/MuvB subunit in *lin-35* null (Class I, FDR < 0.05) (Fig 3A). 

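By the peak lists, 288 of the 866 Class I sites (33.3%) and 328 of the 552 Class II sites (59.4%) were retained. The odds ratio was 0.340 (two-sided Fisher's exact test, adjusted p = 2.97e-21 by the Benjamini-Hochberg method over 8 such tables). No *lin-35* null peak of any subunit was left at 342 Class I sites (39.5%) and at 36 Class II sites (6.52%). The classes were set by the paper from reads of the same libraries, so the lists are not independent evidence on them. Class I sites had the higher wild-type peaks, with a median mean percentile of 71.6 against 55.5 for Class II. The DRM sites were also divided into 4 rank groups of equal size by this wild-type percentile. Within the rank groups, the Mantel-Haenszel odds ratio was 0.00394, the largest move among the alternatives. Class I is a called drop from wild type, so at a like wild-type height this direction follows largely from the definition. No Class I site was retained in the lowest group, and every Class II site was in the third and highest. The size of the value thus rests on the few Class I sites retained in the next to lowest group.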

71% of Class I peaks showed a significant decrease in chromatin occupancy of at least 3 of the 6 analyzed subunits in *lin-35* null compared to WT, and 27% showed a significant decrease for all 6 subunits. 

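At the 616 sites where the paper's analysis calls a decrease for at least 3 subunits, *lin-35* null peaks of all 6 subunits remained at 178 sites (28.9%), and no peak remained at 279 sites (45.3%). At the 234 sites with a decrease called for all 6 subunits, all 6 peaks remained at 43 sites (18.4%), and none at 131 sites (56.0%). A called decrease and a called peak therefore occurred together at part of the sites. For LIN-9, 371 of the 684 sites with a called decrease (54.2%) overlapped a *lin-35* null LIN-9 peak. For EFL-1, this was the case at 58 of 368 sites (15.8%).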

Of the remaining 552 peaks that were not significantly decreased (Class II), 6 showed a significant increase in chromatin occupancy of at least one subunit; this corresponds to 0.4% of all high-confidence DRM peaks. 

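All 6 of the sites marked as increased in S1 Table overlapped *lin-35* null peaks of all 6 subunits. Their wild-type peaks ranked below those of most DRM sites, with a median mean percentile of 46.2 against 65.8 over all DRM sites. In ce10, the site in the promoter of *ZC434.8* lies on chromosome I from 10349665 to 10350164, and its DPL-1 peak had a percentile of 6.66 in the wild-type list and 78.2 in the *lin-35* null list. The site in the bidirectional promoter of *Y14H12B.1* and *Y14H12B.2* lies on chromosome II from 3933782 to 3934281, with a DPL-1 percentile of 26.4 in wild type and 69.1 in *lin-35* null. The site in the promoter of *C08C3.4* lies on chromosome III from 7795189 to 7795688, with a DPL-1 percentile of 45.7 in wild type and 83.6 in *lin-35* null. At the site in the bidirectional promoter of *D2045.2* and *atx-2*, on chromosome III from 10460406 to 10460905, LIN-37 went from a percentile of 24.8 to 89.2, whereas EFL-1 went from 69.7 to 42.7, and DPL-1 had 41.1 in wild type and 39.9 in *lin-35* null. The site in the promoter of *Y55F3BR.7* lies on chromosome IV from 842027 to 842526, with a DPL-1 percentile of 42.2 in wild type and 80.2 in *lin-35* null. The site in an intron of *C34D4.1* lies on chromosome IV from 7159523 to 7160022, and its DPL-1 percentile was 11.3 in wild type and 60.6 in *lin-35* null. S1 Table marks from 1 to 3 subunits as increased at each of these sites. The subunits whose percentiles are given here need not be the marked ones. These percentiles rank peaks within lists of different length and are not changes in occupancy.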

Our data demonstrate that in the absence of LIN-35, the chromatin association of E2F-DP and MuvB is significantly reduced (Fig 3A, S3A Fig).

**Fig 3:**
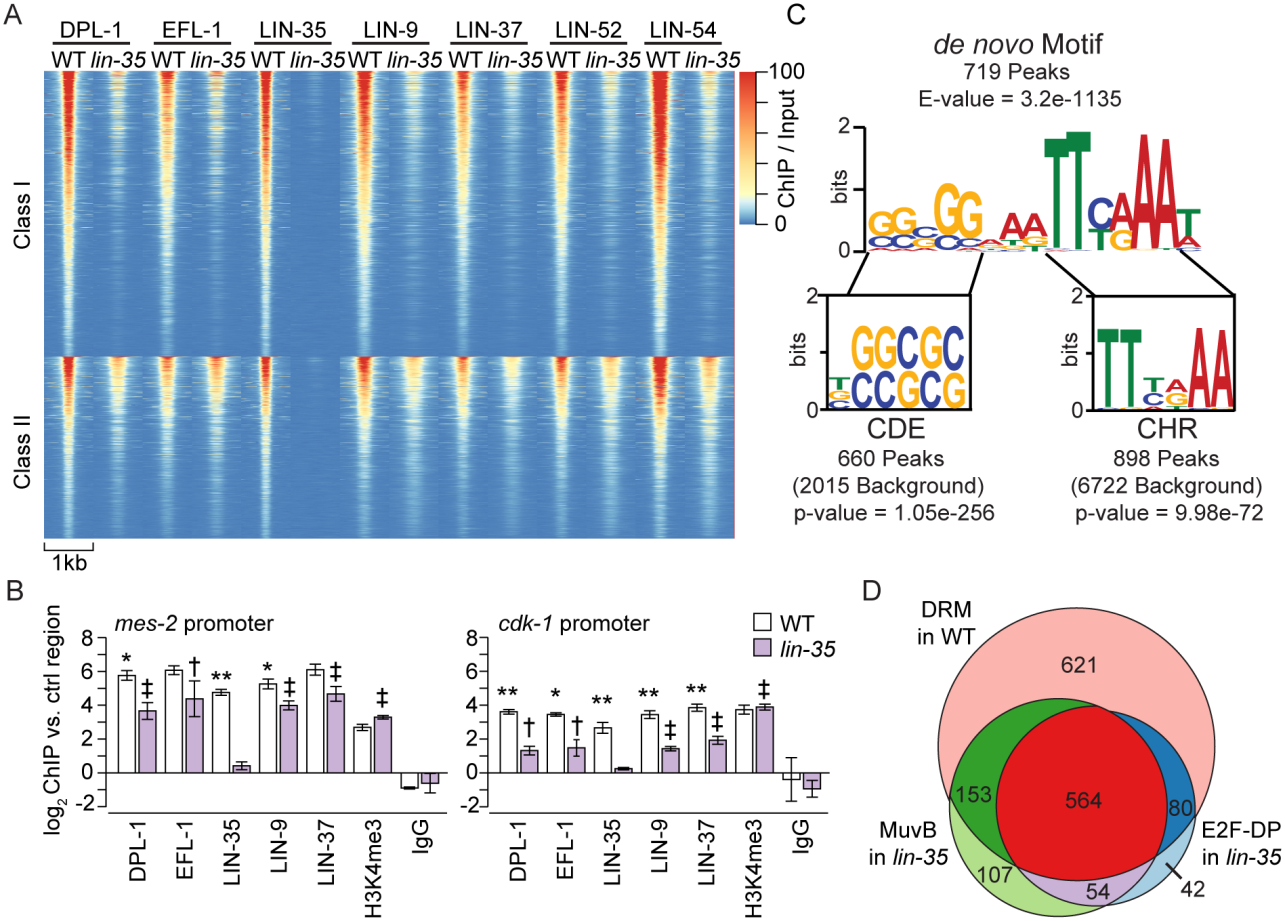
Comparison of DRM subunit chromatin localization in wild-type and *lin-35* null late embryos. (A) Heatmap of normalized ChIP-seq profiles of pooled replicates for each DRM subunit sorted from highest to lowest signal in the following classes. Class I: DRM peak occupancy significantly decreased in *lin-35* compared to wild type (WT) for at least 1 subunit (866 peaks). Class II: DRM peak occupancy not significantly decreased in *lin-35* compared to WT (552 peaks). Significance was determined using DEseq2 with an FDR < 0.05. (B) ChIP-qPCR of 5 DRM subunits at 2 Class II peaks in the *mes-2* and *cdk-1* promoters. H3K4me3 ChIP was included as a positive control. Signals are presented as the log_2_ fold enrichment of the ChIP signal for each region vs. a negative control region (a non-coding region of chromosome IV). Error bars indicate standard error of the mean. Significance was determined by a student’s T test between subunit ChIP values in WT versus *lin-35* (* p-value < 0.05, ** p-value < 0.01) or between subunit versus IgG ChIP values in *lin-35* († p-value < 0.05, ‡ p-value < 0.01). (C) Sequence logo of the DRM motif observed *de novo* in 719 DRM peaks using MEME. Aligned below are the sequence logos of the conserved CDE and CHR motifs observed in 660 DRM peaks and 898 DRM peaks, respectively. The p-value for the conserved motif enrichment over background was calculated using a hypergeometric distribution. Additional motif enrichment analyses are shown in S6 Fig. (D) Venn diagram showing ChIP-seq peak overlaps in late embryos for DRM in WT (pink, 1418 peaks), MuvB in *lin-35* (green, 878 peaks), and E2F-DP in *lin-35* (blue, 740 peaks).

Although the 552 Class II peaks did not meet our significance cut-off for being reduced in *lin-35* null compared to WT, these peaks appeared reduced in *lin-35* (Fig 3A). 

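Over the Class II sites, the paper's log2 ratios of wild type to *lin-35* null in S1 Table had a median of 0.96 for DPL-1, 0.73 for LIN-54, 0.42 for LIN-9, 0.26 for LIN-37, 0.14 for LIN-52, and 0.03 for EFL-1, where values above 0 are lower in *lin-35* null. In the peak lists, 309 Class II sites (56.0%) overlapped *lin-35* null peaks of all 6 subunits. The rank groups by wild-type percentile were compared next. In the lowest group, 22.1% of 208 Class II sites and 0 of 147 Class I sites were retained. In the next group, 56.3% of 142 Class II sites and 1.42% of 212 Class I sites were retained. All 113 Class II sites of the third group and all 89 of the highest were retained. The retained share of Class I sites was 31.4% of 242 in the third group and 78.9% of 265 in the highest.

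**Figure D1:**
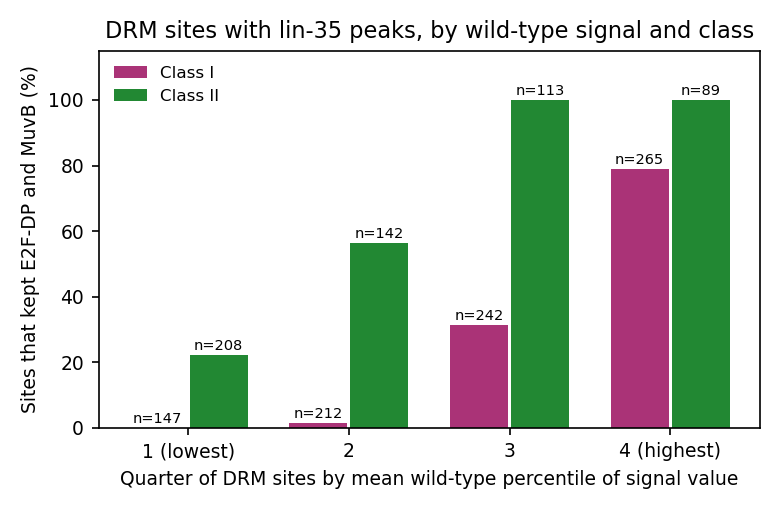
Bars give the percentage of DRM sites that overlapped *lin-35* null peaks of both E2F-DP subunits and at least 3 MuvB subunits (y axis), for Class I and Class II sites in each of the 4 rank groups of the DRM sites by mean percentile of wild-type signal value (x axis), with the number of sites above each bar. The retained share of Class I sites goes from 0 in the lowest group to 78.9% in the highest, and that of Class II sites from 22.1% to 100%.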

In fact, the signal from 2 of the 3 *lin-35* null ChIP-seq replicates suggested that LIN-35 loss greatly affected DRM subunit occupancy at all sites (S4 Fig). When we removed the remaining *lin-35* null ChIP-seq replicate from the differential binding analysis, then 93% of all DRM peaks displayed significantly decreased chromatin occupancy by at least one DRM subunit, and 64% showed a significant decrease for all 6 subunits, in *lin-35* null compared to WT. Taken together, our genome-wide analysis revealed that E2F-DP and MuvB chromatin occupancy is impaired globally in *lin-35* null embryos.

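Retained sites had higher peaks in wild type than the other DRM sites. The mean percentile over the wild-type lists was 78.0 for the 616 retained sites and 52.4 for the 802 others, and the area under the ROC curve was 0.831 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p they can give). Over both classes, the retained share was 13.0% in the lowest rank group, 23.4% and 53.2% in the middle groups, and 84.2% in the highest. With a site counted as retained when any 1 of the 6 subunits had a *lin-35* null peak, the area under the curve was 0.742, the largest move among the alternatives.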

We validated our ChIP-seq findings by ChIP-qPCR analysis of 8 Class I DRM peaks and 6 Class II peaks. In *lin-35* null embryos, we observed a significant decrease in chromatin occupancy of the majority of DRM subunits at all 14 sites tested (Fig 3B, S3B Fig). Two representative Class II peaks within the *mes-2* and *cdk-1* promoters are shown in Fig 3B. Histone H3 lysine 4 trimethylation (H3K4me3) ChIP was used as a positive control; it confirmed that the observed reduction of DRM subunit chromatin occupancy in *lin-35* null compared to WT late embryos was specific to DRM subunits (Fig 3B, S3B Fig). Similar to our ChIP-seq analysis, in *lin-35* null embryos, the chromatin occupancy of the DRM subunits DPL-1, EFL-1, LIN-9, and LIN-37 was significantly enriched over the IgG negative control near 11 of the 14 promoter regions tested, including *mes-2* and *cdk-1* (Fig 3B, S3B Fig). Interestingly, the DRM complex occupies the promoter region of most of the genes that encode DRM subunits (S5A Fig), suggesting that the DRM complex represses its own expression. Indeed, the majority of DRM subunit transcripts were elevated in the 2 DRM mutants we tested (S5B Fig); protein levels were similar or slightly elevated in *lin-35* null compared to WT late embryos, based on western blot analysis (S5C Fig). These results indicate that the observed decrease in DRM subunit chromatin occupancy was not driven by reduced protein levels. 

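S3 Table assigns DRM sites to the genes of 6 of the 8 DRM subunits, *lin-9*, *lin-35*, *lin-53*, *lin-54*, *dpl-1*, and *efl-1*, and none to *lin-37* or *lin-52*. All of these sites overlapped wild-type peaks of all 7 subunits. Coordinates are in ce10. The *efl-1* promoter site, on chromosome V from 16965574 to 16966073, had the highest LIN-35 percentile of them, 99.1, and overlapped *lin-35* null peaks of all 6 subunits. Likewise, all 6 subunits had *lin-35* null peaks at the *lin-35* site, on chromosome I from 5807306 to 5807805, at the *lin-53* site, on chromosome I from 9619736 to 9620235, and at the *lin-54* site, on chromosome IV from 13240413 to 13240912. These lie in bidirectional promoters. The *lin-9* gene had 2 sites on chromosome III. Its promoter site, from 8903932 to 8904431, overlapped *lin-35* null peaks of all 6 subunits, and the site at its transcriptional termination site, from 8899552 to 8900051, overlapped peaks of 5, without EFL-1. At the *dpl-1* promoter site, on chromosome II from 9169336 to 9169835, the LIN-35 percentile in wild type was 91.1, but only LIN-9 had a *lin-35* null peak. That peak had a percentile of 23.3 and was absent when the lowest 25% of each list was left out. A peak still called at these sites can be lower than in wild type. At the *lin-9* promoter site, the paper calls a decrease for all 6 subunits, at *efl-1* and *dpl-1* for 5, and at *lin-35* for 2. It calls none at *lin-53*, at *lin-54*, or at the *lin-9* termination site.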

To extend this analysis beyond embryos, we also performed ChIP-qPCR to test DPL-1 and LIN-37 occupancy in L1 larvae. As in embryos, we observed a decrease in DPL-1 and LIN-37 occupancy in *lin-35* null L1 larvae compared to WT L1 larvae (S5D Fig). Together, our ChIP analyses of DRM subunits in the *lin-35* null indicate that E2F-DP and MuvB chromatin occupancy is significantly impaired but not eliminated at most genomic sites in the absence of the pocket protein.

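At least 1 of the 6 subunits had a *lin-35* null peak at 1040 of the 1418 DRM sites (73.3%), and 616 sites (43.4%) were retained by the definition with both E2F-DP subunits and at least 3 MuvB subunits. With the lowest 25% of each list left out, 503 sites (35.5%) were retained. At 139 sites, at least 3 MuvB subunits had a *lin-35* null peak and neither E2F-DP subunit did. Both E2F-DP subunits without a MuvB subunit were found at 14 sites. These counts cannot be set against each other, since the first needs no peak in 2 lists and the second none in 4. The *lin-35* null lists also differ in length, from 783 peaks for EFL-1 to 1674 for LIN-9. The *mes-2* promoter site, in ce10 on chromosome II from 14383513 to 14384012, had a LIN-35 percentile of 98.2 in wild type and was among the highest peaks of every *lin-35* null list, with percentiles from 98.7 for EFL-1 to 99.9 for LIN-9. The *cdk-1* site, in a bidirectional promoter on chromosome III from 9747043 to 9747542, had a LIN-35 percentile of 90.5 in wild type and *lin-35* null percentiles from 78.3 for EFL-1 to 91.6 for LIN-9. At the *pcn-1* promoter site, on chromosome IV from 4049426 to 4049925, the *lin-35* null percentiles ranged from 96.2 for EFL-1 to 99.4 for LIN-52.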

We tested whether the DRM DNA binding motif is enriched in Class I targets and/or Class II targets. We performed *de novo* DNA motif discovery using MEME [32] on the 1418 high-confidence DRM peak regions and identified the characteristic hybrid CDE/CHR motif similar to what has been observed previously (Fig 3C) [33]. Additionally, we performed a search for the known E2F-DP binding motif (CDE, IUPAC code: BSSSSS) and LIN-54 binding motif (CHR, IUPAC code: TTYRAA), restricting our search to phylogenetically conserved motifs similar to an analysis performed on the mammalian genome (S6 Fig) [34]. The analyses together identified 719 peaks with the *de novo* CDE/CHR motif, 660 peaks with a conserved CDE motif, and 898 peaks with a conserved CHR motif (Fig 3C, S1 Table). However, the motif content of a DRM peak does not predict whether E2F-DP or MuvB remain more or less stably bound in the absence of LIN-35 (S6 Fig).

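The motif marks of S1 Table were compared with the retained sites of the peak lists. Retention by called peaks is another measure than the Class I and Class II of S6 Fig. The tests given here were not split by HOT region. Of the 660 sites with a conserved CDE motif, 346 (52.4%) were retained, against 270 of the 758 without (35.6%), an odds ratio of 1.99 (two-sided Fisher's exact test, adjusted p = 4.30e-10). Of the 898 sites with a conserved CHR motif, 419 (46.7%) were retained, against 197 of 520 without (37.9%), an odds ratio of 1.43 (two-sided Fisher's exact test, adjusted p = 0.00174). Of the 719 sites with the *de novo* motif, 339 (47.1%) were retained, against 277 of 699 without (39.6%), an odds ratio of 1.36 (two-sided Fisher's exact test, adjusted p = 0.00452). Sites with the *de novo* motif had higher wild-type peaks, with a median mean percentile of 76.2 against 56.5 without it. Within the rank groups by wild-type percentile, the Mantel-Haenszel odds ratio (two-sided chi-square test) was 1.41 for the CDE motif (adjusted p = 0.0101), 0.879 for the CHR motif (adjusted p = 0.396), and 0.513 for the *de novo* motif (adjusted p = 1.18e-05), so that the direction was reversed for the last motif and was not distinguishable from no difference for CHR. With any 1 subunit counted as enough, the odds ratio of the *de novo* motif was 0.813 (two-sided Fisher's exact test, adjusted p = 0.106). By exact or chi-square test, the adjusted p over the alternatives ranged from 6.42e-11 to 0.0101 for the CDE motif, from 1.69e-07 to 0.396 for the CHR motif, and from 3.65e-06 to 0.106 for the *de novo* motif.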

### E2F-DP and MuvB remain confined to WT peak regions in *lin-35* null embryos

In mammalian cells, phosphorylation of the pocket protein triggers DREAM disassembly and reentry into the cell cycle [2, 7]. Activating E2F-DPs replace repressive E2F-DP, and MuvB forms the activating MMB complex to drive cell cycle gene expression [22, 35]. Since *C*. *elegans* E2F-DP alone can activate genes in the germline [36], we assessed whether the chromatin-bound landscape of the DRM components changes in *lin-35* null embryos. We performed peak calling analysis on the *lin-35* null ChIP-seq replicates, as described previously (S2 Table). 

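Between genotypes, a wild-type peak was counted as lost when no *lin-35* null peak of the same subunit overlapped it. The share lost was 42.7% for LIN-9 (882 of 2067), 48.0% for LIN-52 (1096 of 2284), 49.9% for DPL-1 (884 of 1771), 55.5% for LIN-54 (1270 of 2290), 59.9% for LIN-37 (1264 of 2111), and 63.8% for EFL-1 (1351 of 2119). Shortening each wild-type list to the number of peaks in the *lin-35* null list moved these shares most, to between 28.5% for EFL-1 and 37.9% for LIN-9. With overlap of at least 50% of the shorter peak, they lay between 43.5% for LIN-9 and 64.4% for EFL-1.

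**Figure D2:**
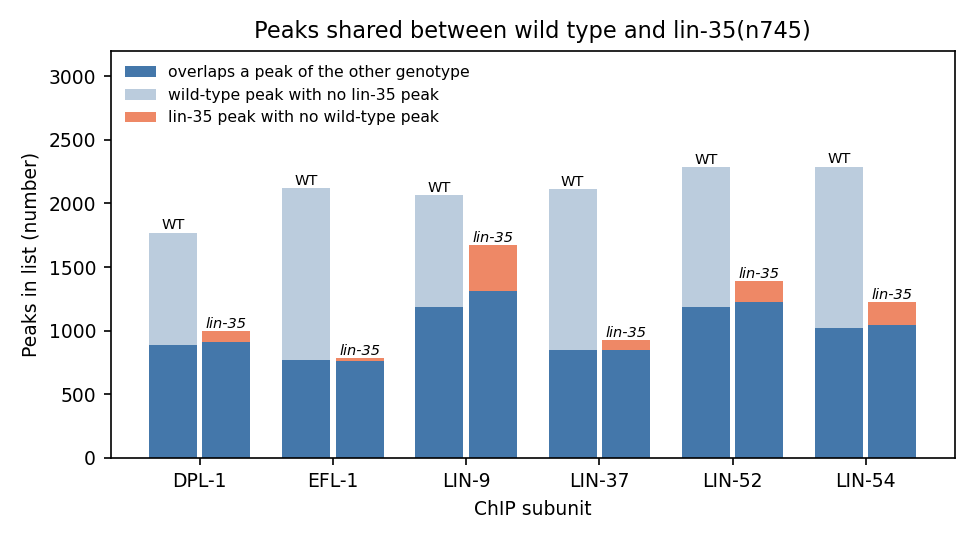
Stacked bars give the number of peaks (y axis) in the wild-type (WT) and *lin-35* null lists of each subunit (x axis), divided into peaks that overlap a peak of the other genotype and peaks that do not. EFL-1 has the fewest *lin-35* null peaks, 783, and LIN-9 the most, 1674, of which 366 overlap no wild-type LIN-9 peak.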

For each subunit, roughly half of the WT peaks were lost in *lin-35* null embryos (S7 Fig). 

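The *lin-35* null lists gave 715 E2F-DP regions and 1109 MuvB regions by the rules used in wild type. Of the 1412 DRM sites found here, 509 (36.0%) overlapped neither an E2F-DP region nor a MuvB region of *lin-35* null. Over the sites of S1 Table, the number was 510. It was 521 with overlap of at least 50% of the shorter peak, 526 with 200 bp windows, and 420 of 1119 sites with the lowest 25% of each list left out. With the wild-type lists shortened to the *lin-35* null length, 128 of 740 DRM sites (17.3%) had neither, the largest move.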

After overlapping WT high-confidence DRM peaks with E2F-DP and MuvB peaks detected in *lin-35* null embryos, we observed that 621 of the 1418 high-confidence DRM peaks in WT lose detectable E2F-DP and MuvB occupancy in *lin-35* null embryos (Fig 3D). 

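Both an E2F-DP region and a MuvB region of *lin-35* null overlapped 613 of the 1412 DRM sites. Another 249 sites overlapped a MuvB region only, and 41 overlapped an E2F-DP region only. Under the alternatives to the overlap and the width of peaks, the number with both was 608 with overlap of at least 50% and 610 with 200 bp windows. S3 Table, which is the paper's, names a *lin-35* null DRM peak for 598 sites, and all 598 were among the 616 sites of S1 Table retained here.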

564 of the 1418 high-confidence DRM peaks in WT retain appreciable E2F-DP and MuvB occupancy in *lin-35* null embryos, underscoring that loss of LIN-35 impairs but does not eliminate DRM complex chromatin localization (Fig 3A). 

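A *lin-35* null peak was counted as new for its subunit when no wild-type peak of that subunit overlapped it. There were 366 such peaks for LIN-9 (21.9% of its list), 177 for LIN-54 (14.4%), 164 for LIN-52 (11.8%), 81 for DPL-1 (8.14%), 80 for LIN-37 (8.63%), and 23 for EFL-1 (2.94%). Their mean percentile within the *lin-35* null lists was 24.2. Of these 891 peaks, 604 (67.8%) overlapped a wild-type peak of another subunit, and 636 (71.4%) lay within 1000 bp of a wild-type peak of any subunit. When the 891 peaks were moved at random by 10 to 50 kb, a mean of 100.6 and at most 131 lay as close in 1000 placements, so the observed number was 6.32 times the mean (one-sided permutation test by random placement, p = 0.000999, the smallest p the placements can give). The counts depend on the settings. With 200 bp windows, 46 EFL-1 peaks were new, and without the lowest 25% of each list, 13 EFL-1 peaks and 49 LIN-37 peaks. Against wild-type lists shortened to the *lin-35* null length, 198 EFL-1 peaks and 511 LIN-9 peaks had no wild-type peak of the same subunit.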

We did not observe any appreciable or consistent appearance of E2F-DP or MuvB at new sites (S7 Fig). Thus, loss of LIN-35 does not appear to result in *de novo* binding of E2F-DP or MuvB to new sites but rather destabilizes binding to their native sites, resulting in elimination of DRM occupancy from about half of the native sites.

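Merging the 6 *lin-35* null lists gave 1610 clusters of peaks, and 148 of them (9.19%) overlapped no wild-type peak of any of the 7 subunits. Of these 148 clusters, 81 held a peak of 1 subunit, which was LIN-9 in 69, and the mean percentile of all their peaks was 22.8. Among the E2F-DP regions of *lin-35* null, 3 of 715 overlapped no wild-type peak, and among the MuvB regions 34 of 1109. Only 2 of the 148 clusters held all 6 subunits. In ce10, these lay on chromosome III from 11107063 to 11107715, with a mean percentile of 45.8, and on chromosome III from 7103957 to 7104605, with a mean percentile of 43.6. Another 5 clusters held 5 subunits. Of these, 3 are named here, each without EFL-1. They lay on chromosome III from 3723621 to 3724250, on chromosome II from 12150094 to 12150723, and on chromosome III from 4176061 to 4176691, with mean percentiles of 60.7, 56.0, and 55.7. No gene annotation of ce10 was used here, so the genes beside these clusters are not named. From the loss of peaks at native sites and the lack of consistent binding at new ones, the paper proposes that loss of LIN-35 destabilizes E2F-DP and MuvB at their native sites and does not lead them to new sites.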

### DRM subunit destabilization affects target gene expression in late stage embryos

To address the effects of LIN-35 loss on target gene transcription, we mapped the 1418 high-confidence DRM binding sites to likely gene targets and then analyzed transcript levels from those genes in *lin-35* null mutants. 

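The locations of the DRM sites relative to genes are those of S3 Table. By the peak lists, 544 of the 1111 sites in any promoter (49.0%) were retained in *lin-35* null embryos, against 72 of the 307 sites elsewhere (23.5%), an odds ratio of 3.13 (two-sided Fisher's exact test, adjusted p = 9.32e-16). Promoter sites also had higher wild-type peaks, with a median mean percentile of 71.3 against 51.9 for the other sites. Within the rank groups by wild-type percentile, the Mantel-Haenszel odds ratio (two-sided chi-square test) was 1.58 (adjusted p = 0.0101). HOT regions held 35.5% of the promoter sites and 10.1% of the other sites. The comparison was not split by HOT region, so it does not separate promoter location from HOT regions.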

78% of all DRM binding sites map to within at least one gene’s promoter region, which we defined as 1000 base pairs upstream to 100 base pairs downstream (-1000 bp, +100 bp) of a transcriptional start site (Fig 4A, S3 Table). Of these promoter peaks, 688 DRM binding sites were observed within 677 single gene promoters, and 423 DRM binding sites were observed within bidirectional promoters for 844 genes. 

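Single gene and bidirectional promoters had similar wild-type peaks, with a median mean percentile of 72.0 and 70.6. In *lin-35* null embryos, 330 of the 688 sites in single gene promoters (48.0%) and 214 of the 423 sites in bidirectional promoters (50.6%) were retained. No *lin-35* null peak of any subunit was left at 23.5% of the sites in single gene promoters and at 11.1% of those in bidirectional promoters. S1 Table places 29.7% of the former and 44.9% of the latter in HOT regions. The differences between these promoter types were not tested.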

Of the remaining DRM binding sites, 148 were observed within an intron of 137 genes, 48 were observed within 1000 bp of 46 transcriptional termination sites, and 111 were observed in intergenic regions (Fig 4A, S3 Table).

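Of the 148 intron sites, 28 (18.9%) were retained in *lin-35* null embryos, as were 20 of the 48 sites at transcriptional termination sites (41.7%) and 24 of the 111 intergenic sites (21.6%). Their wild-type peaks had a median mean percentile of 47.6 in introns, 63.1 at termination sites, and 54.5 in intergenic regions. No *lin-35* null peak of any subunit was left at 58.8% of intron sites, 39.6% of termination sites, and 56.8% of intergenic sites.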

**Fig 4:**
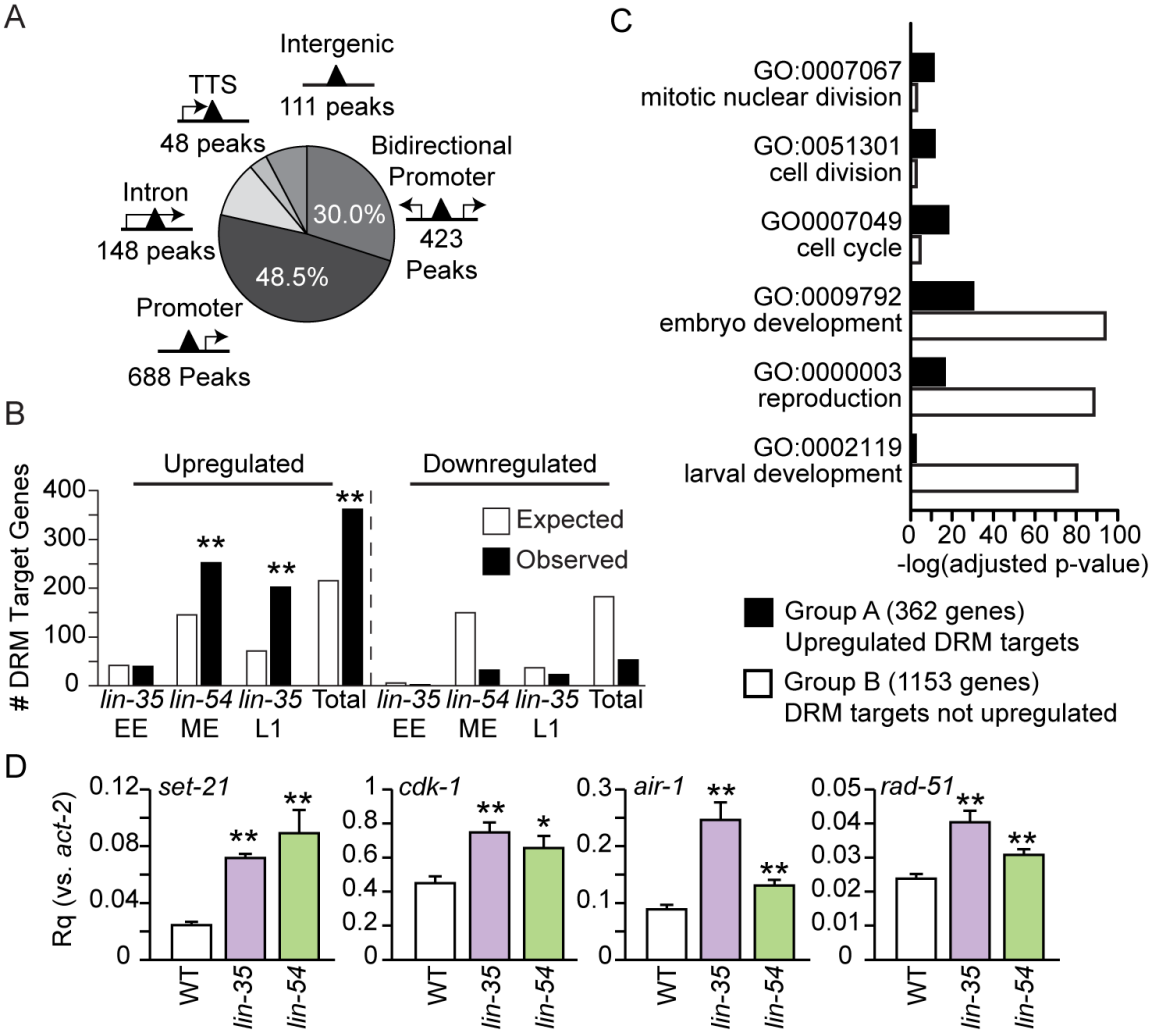
Locations of DRM peaks and misregulation of DRM target genes. (A) Pie chart showing the number of peaks within a promoter (-1000 bp to +100 bp) of bidirectional gene pairs (423 peaks) or single genes (688 peaks); within an intron (148 peaks); at the transcriptional termination site (TTS, 48 peaks); or intergenic (> 1000 bp from a gene, 111 peaks). The percentage of total peaks is indicated for promoter peaks only. (B) Enrichment analysis of DRM target genes expected and observed among genes up- or downregulated in microarray expression analyses reported in [37] (*lin-35* early embryos (EE) and L1s) and [33] (*lin-54* mixed-stage embryos (ME)) and a combination of all 3 experiments (Total). The significance of enrichment observed over expected was determined using a hypergeometric distribution (** p-value < 1x10^-5^). (C) Bar chart plotting the –log_10_ Benjamini adjusted p-value of selected GO term enrichment observed for 362 upregulated DRM target genes (Group A, black) compared to GO term enrichment for 1153 DRM target genes not upregulated (Group B, white). (D) RT-qPCR analysis comparing transcript levels of 4 Group A genes (*set-21*, *cdk-1*, *air-1*, and *rad-51*) in *lin-35(n745)* (purple) and *lin-54(n2231)* (green) late embryos to the level in wild-type (WT, white) late embryos. Expression values from 2 independent experiments each consisting of 4 biological replicates were averaged and are presented as the relative quantity (Rq) compared to *act-2*. Error bars indicate standard error of the mean, and significance was determined by a student’s T test between transcript levels in mutant vs WT (* p-value < 0.05, ** p-value < 0.01). Additional genes are shown in S5 Table.

To generate a list of high-confidence DRM targets, we assessed whether genes with DRM bound in their promoter region in WT (DRM target genes) were misregulated in previously published expression analyses that compared *lin-35* null to WT in early embryos and L1 larvae [37] and compared *lin-54(n2990)* mutant to WT in mixed-stage embryos [33] (S3 Table) using microarray analysis. The *lin-54* allele produces protein with impaired DNA-binding ability, which reduces its chromatin occupancy by ~50% [33]. Upregulated genes in both *lin-35* null L1s and *lin-54* mutant mixed embryos were significantly enriched for DRM target genes (Fig 4B). Our analysis defined 362 "high-confidence DRM targets" (bound by DRM and upregulated in DRM mutants), which we refer to as Group A DRM targets (Fig 4B, S3 Table, S8A Fig). The remaining "lower-confidence DRM targets" (1153 genes) we refer to as Group B DRM targets, because we do not have evidence that DRM represses these genes.

To investigate why the expression of many DRM target genes appears to be unaffected by disruption of DRM activity, we performed a Gene Ontology (GO) enrichment analysis of the 362 Group A genes and the 1153 Group B genes using DAVID (Fig 4C, S4 Table) [38, 39]. REViGO was applied to remove redundant GO terms (S9A Fig) [40]. Group A includes genes for cell cycle, while Group B lacks those genes; both groups include genes for development and reproduction (Fig 4C). DRM target genes marked by Class I peaks, Class II peaks, or HOT regions were not enriched for any particular GO term (S9 Fig). We speculate that the genes in Group A and Group B have distinct requirements for transcriptional activation: Group A genes, which include cell cycle genes that are likely expressed in all cell types, turn on when DRM activity is lost, while Group B genes do not turn on when DRM activity is lost, perhaps because they require additional transcriptional activators that are present only at specific developmental stages and/or in specific cell types.

Since developmental stage appears to greatly affect whether loss of DRM function causes target gene misregulation (Fig 4B, S8B Fig), we performed RT-qPCR analysis on *lin-35* null and *lin-54(n2231)* mutant late embryos to match our ChIP-seq analysis. The *lin-54(n2231)* allele contains the same point mutation as *lin-54(n2990)*, which impairs its DNA binding [33]. We included *lin-54* late embryos to address whether the difference in number of genes significantly upregulated in *lin-35* null early embryos and *lin-54* mutant mixed-stage embryos (Fig 4B) is due to their different stages. We tested 4 candidates from Group A DRM target genes, which we expected to be upregulated in late embryos: *set-21*, *cdk-1*, *air-1* and *rad-51*. All 4 candidates were significantly upregulated in both *lin-35* null and *lin-54* mutant late embryos as compared to WT late embryos (Fig 4D). Out of a total of 25 Group A genes tested, 22 were significantly upregulated in *lin-35* null and/or *lin-54* mutant late embryos (S5 Table). We also tested 5 Group B genes, genes not upregulated in the microarray analyses; 2 genes were significantly upregulated (S5 Table). Observing similar upregulation of genes in *lin-35* null and *lin-54* mutant late embryos suggests that the differences in number of genes upregulated in the microarray analyses are due to stage differences and that DRM target gene misregulation becomes detectable by late embryogenesis. Together with our ChIP-seq analysis, these results allow us to consider 2 possible mechanisms for how LIN-35 may function in DRM: 1) LIN-35 is essential for DRM-mediated repression, and loss of LIN-35 causes target gene upregulation or 2) LIN-35 is not essential for DRM-mediated repression, and loss of LIN-35 causes reduced chromatin occupancy by E2F-DP and MuvB, which in turn causes target gene upregulation.

### MuvB mediates DRM target gene repression

We reasoned that if LIN-35 is essential for repression of DRM target genes, as the current model suggests, then further disruption of E2F-DP or MuvB should not cause further upregulation of DRM target genes. Conversely, if the reduced chromatin occupancy of E2F-DP or MuvB causes upregulation of DRM target genes, then further disruption of E2F-DP or MuvB should cause further upregulation of DRM target genes whose promoters retained those components. 

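The DRM sites that S3 Table assigns to *set-21*, *cdk-1*, *F01G4.4*, *csc-1*, *air-1*, *rad-51*, *kbp-3*, and *mes-4* all lie in promoters and overlapped wild-type peaks of all 7 subunits. Coordinates are in ce10. The *set-21* site, on chromosome IV from 4390408 to 4390907, had *lin-35* null peaks of all 6 subunits, with the lowest percentile, 89.1, for EFL-1. All 6 subunits also had *lin-35* null peaks at *cdk-1*. The *F01G4.4* site, on chromosome IV from 11142390 to 11142889, had all 6, from 71.0 for EFL-1 to 90.6 for LIN-9. The *csc-1* site, on chromosome II from 13596458 to 13596957, had all 6, from 62.4 for LIN-37 to 93.6 for EFL-1. At the *air-1* site, on chromosome V from 8221064 to 8221563, *lin-35* null peaks of 5 subunits were found, without LIN-37, with percentiles from 14.6 for LIN-52 to 40.3 for DPL-1. When the lowest 25% of each list was left out, 3 of these 5 peaks remained. No subunit had a *lin-35* null peak at the *rad-51* site, on chromosome IV from 10284362 to 10284861. The *kbp-3* site, on chromosome II from 14389864 to 14390363, had all 6, with percentiles from 3.70 for EFL-1 to 57.2 for LIN-9. The *mes-4* site, on chromosome V from 13437398 to 13437897, had peaks of LIN-9, LIN-52, and LIN-54, with percentiles of 32.3, 8.79, and 23.3, and of these only LIN-9 remained without the lowest 25% of each list. Mean wild-type percentiles were 81.6 for *air-1*, 70.2 for *rad-51*, 76.0 for *kbp-3*, and 65.0 for *mes-4*, and between 76.9 and 99.5 for the other 4 genes.

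**Figure D3:**
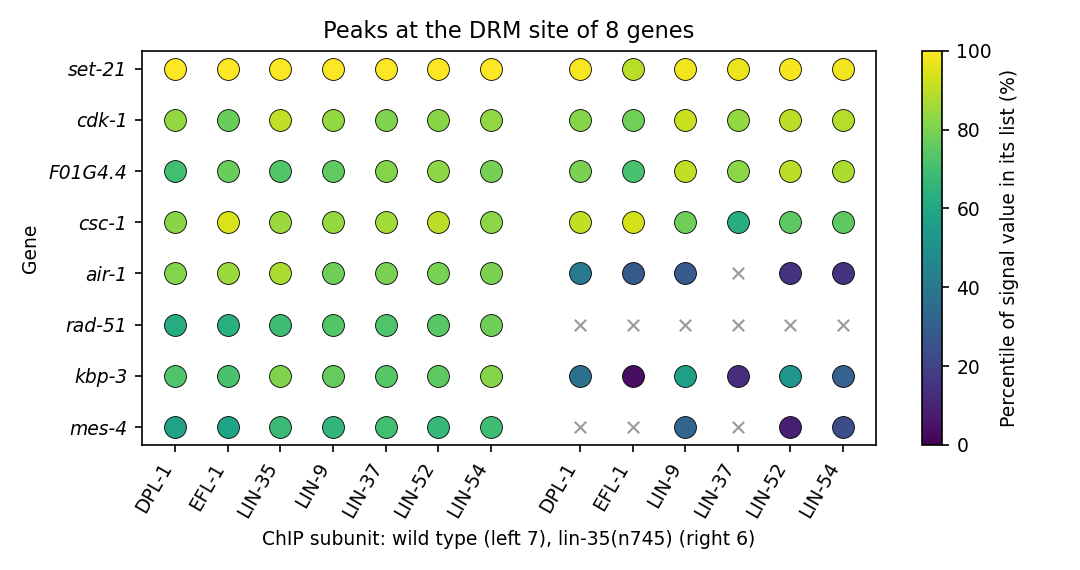
Circles mark the peaks at the DRM site of each of the 8 genes (y axis) for each subunit (x axis), in wild type on the left and in *lin-35* null on the right, coloured by the percentile of the peak's signal value in its list, and crosses mark subunits without a peak. The *rad-51* site has no *lin-35* null peak, and the *lin-35* null peaks at *air-1*, *kbp-3*, and *mes-4* lie at percentiles of at most 57.2.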

We tested these predictions on 4 DRM target genes that retained some E2F-DP and MuvB in *lin-35* null late embryos (*set-21*, *cdk-1*, *F01G4*.*4*, and *csc-1*), and 4 DRM target genes that had no detectable E2F-DP or MuvB in *lin-35* null late embryos (*air-1*, *rad-51*, *kbp-3*, and *mes-4*) (Fig 5). We confirmed that DRM subunit binding was retained or eliminated at 4 of these respective sites by ChIP-qPCR (S3B Fig). We performed RT-qPCR analysis on *lin-35* null late embryos after two generations of RNA interference (RNAi) knockdown of *efl-1*, *lin-9*, or *lin-54*. The transcript levels of each targeted subunit were knocked down by at least 50% compared to empty vector control (S10A Fig). Knockdown of *efl-1* had no effect on transcript levels from the 8 genes tested (Fig 5C and 5D); we also confirmed a previous report [41] that in the absence of LIN-35, E2F-DP does not activate germline genes in late embryos (S10 Fig). In contrast to *efl-1*, knockdown of *lin-9* and *lin-54* caused a significant increase in transcript levels from 3 of the 4 genes where MuvB retains some observable chromatin occupancy in *lin-35* null late embryos and 0 of the 4 genes where MuvB chromatin occupancy is abolished in *lin-35* null late embryos (Fig 5C and 5D). Testing of additional genes confirmed the above findings (S5 Table). Of 24 total genes to which MuvB remains bound in *lin-35* null late embryos, 10 genes were further upregulated following knockdown of MuvB but not following knockdown of *efl-1* (S5 Table). Of 6 total genes where MuvB occupancy is lost in *lin-35* null embryos, 0 genes were further upregulated following knockdown of MuvB or *efl-1*. These results indicate that MuvB continues to repress DRM target genes in *lin-35* null embryos, strongly supporting a role for MuvB as the mediator of DRM target gene repression.

**Fig 5:**
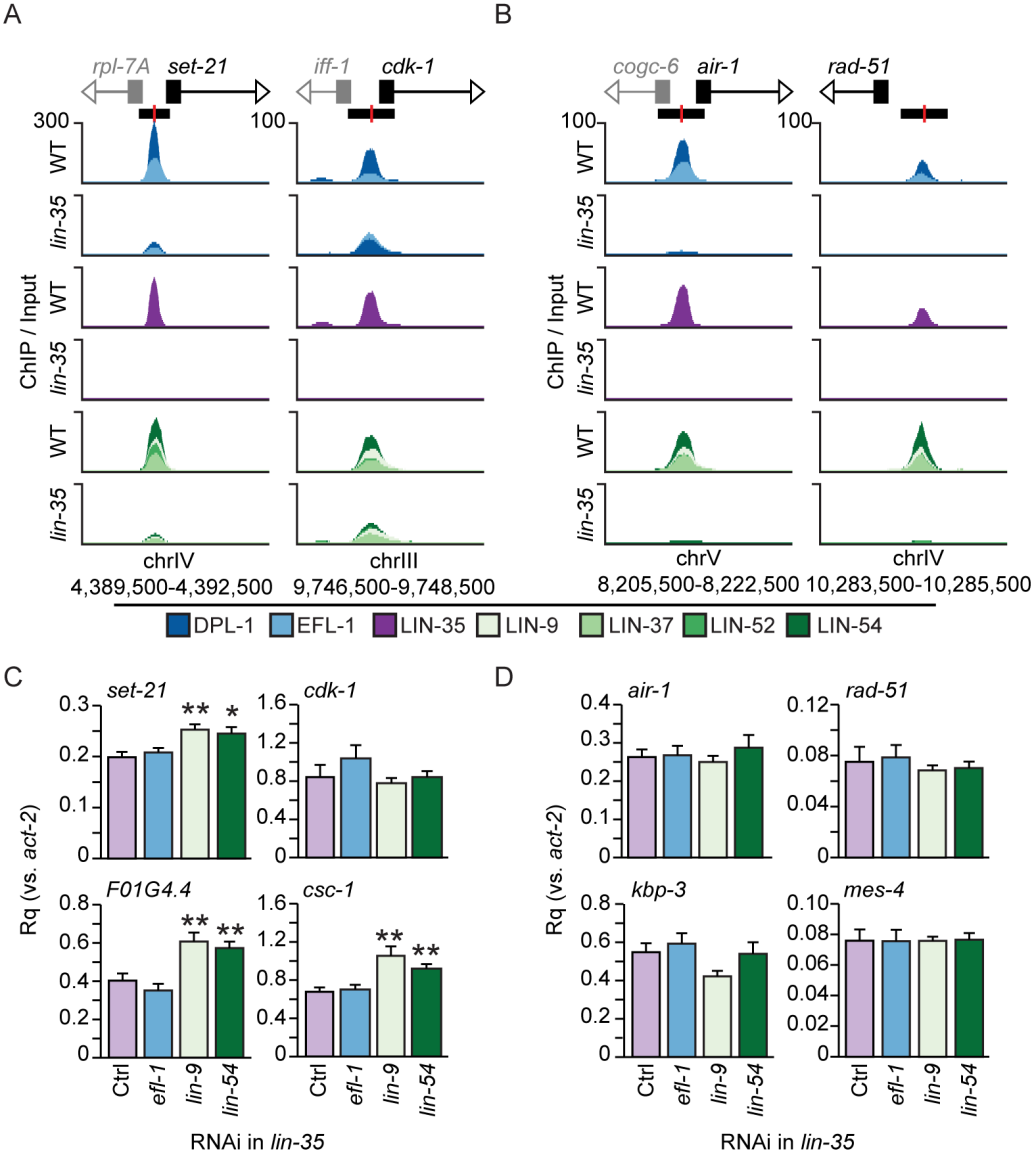
Effects of depletion of additional DRM subunits in *lin-35* null mutants. (A,B) Genomic profiles of each DRM component in wild-type (WT) and *lin-35* late embryos near (A) *set-21* and *cdk-1* and (B) *air-1 and rad-51*. E2F-DP subunits (blues), LIN-35 (purple), and MuvB subunits (greens) were overlaid on the same track. Normalized ChIP-seq enrichment values for each data track are indicated on the y-axis, and the chromosomal coordinates of the areas shown are indicated below the x-axis. Gene transcriptional start sites are indicated by black boxes, and coding strand directions are indicated by white arrowheads. Other genes in the region are similarly indicated in grey. Each DRM peak location is indicated by a black rectangle with the peak center highlighted in red. (C,D) RT-qPCR analysis of (C) *set-21*, *cdk-1*, *F01G4*.*4*, and *csc-1* and (D) *air-1*, *rad-51*, *kbp-3*, and *mes-4* following *efl-1* (blue), *lin-9* (light green), or *lin-54* (dark green) RNAi in *lin-35* null late embryos compared to empty-vector RNAi (Ctrl, purple). Expression values from 2 independent experiments each consisting of 4 biological replicates for each RNAi condition were averaged and are presented as the relative quantity (Rq) compared to *act-2*. Error bars indicate standard error of the mean, and significance was determined by a student’s T test comparing DRM subunit RNAi to Control RNAi (Ctrl) (* p-value < 0.05, ** p-value < 0.01). Additional genes are shown in S5 Table.

### Loss of MuvB activity in *lin-35* null worms has a catastrophic effect on fertility

The analyses described above show that E2F-DP and MuvB chromatin occupancy is reduced but not eliminated in the absence of LIN-35, even though E2F-DP and MuvB protein association is completely decoupled. In our RNAi RT-qPCR analysis, we observed that knockdown of MuvB in *lin-35* null embryos resulted in further upregulation of DRM targets where MuvB retains some chromatin occupancy. While performing this experiment, we observed far fewer collected embryos in MuvB RNAi conditions compared to *efl-1* and control RNAi. Indeed, the brood size of individual *lin-35* null worms following knockdown of other DRM subunits was significantly reduced in *efl-1* RNAi and severely reduced in *lin-9* and *lin-54* RNAi compared to empty vector controls (Fig 6A). Reduction in brood size was also seen after we introduced hypomorphic alleles *dpl-1(n3643)*, which produces a truncated DPL-1 protein product [25], and *lin-54(n2231)* into the sensitized *lin-35* null background. We observed a significant decrease in brood size in *lin-35* null, *dpl-1(n3643)* hypomorphic, and *lin-54(n2231)* hypomorphic single mutants compared to WT (Fig 6B). We did not observe a significant reduction of brood size in *lin-35(n745); dpl-1(n3643)* double mutants compared to the *lin-35(n745)* single mutants (Fig 6B). In contrast, in *lin-35(n745); lin-54(n2231)* double mutants, we observed complete sterility. Together, these results indicate that further disruption of MuvB activity in *lin-35* null worms causes a severe reduction in the production of viable progeny.

**Fig 6:**
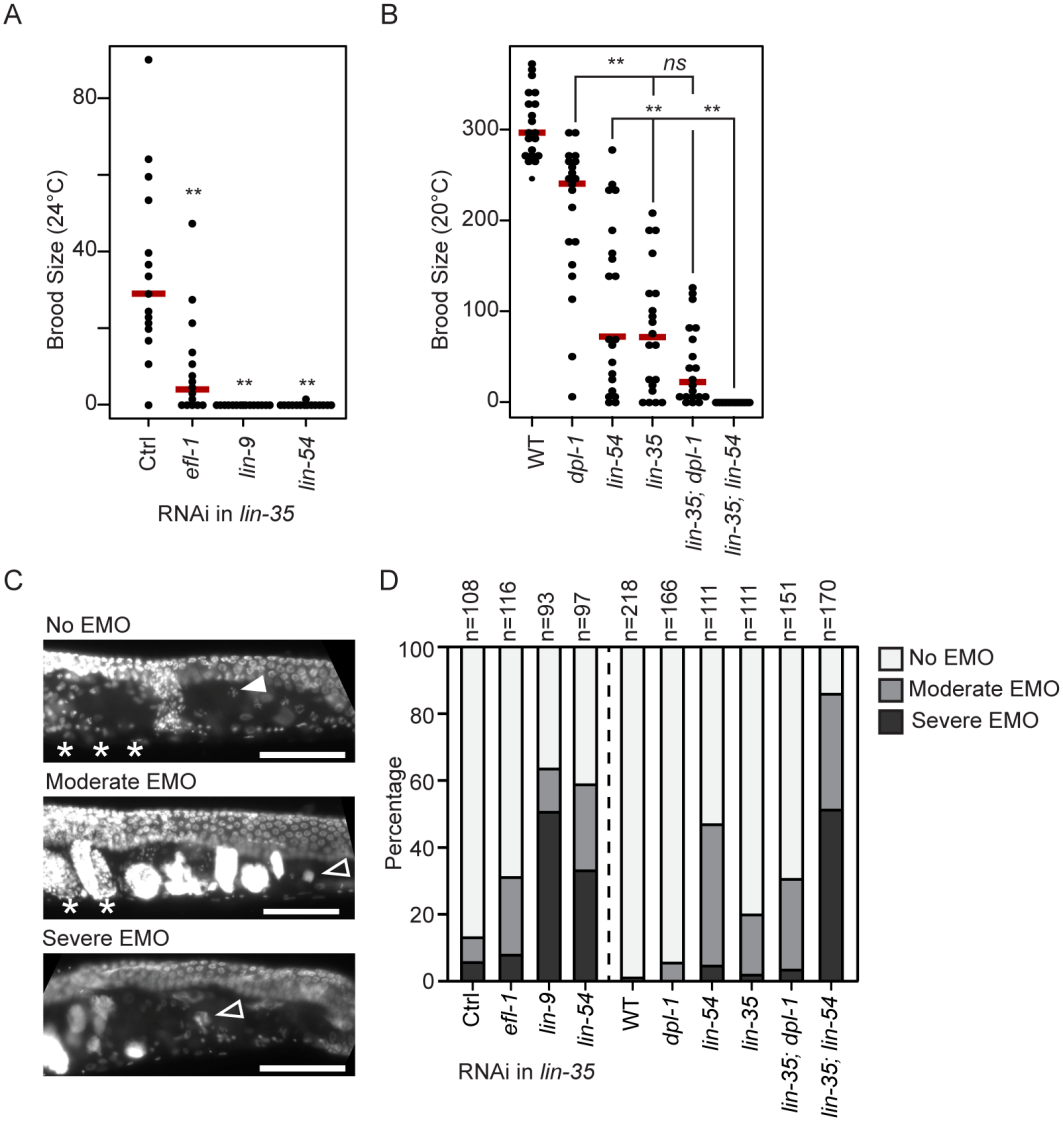
Phenotypic effects of depletion of MuvB or E2F-DP in *lin-35* null worms. (A,B) Strip chart of the brood size of (A) *lin-35* null worms following *efl-1*, *lin-9*, or *lin-54* RNAi at 24°C and (B) wild-type (WT), single DRM mutants, and double DRM mutants at 20°C. Each dot indicates the total brood of an individual worm, and a red bar indicates the median for each genotype. Significance (** p-value < 0.01) was determined by a Wilcoxon-Mann-Whitney test comparing RNAi to empty vector control (Ctrl, A) or double mutants to their respective single mutants (B). (C) DAPI staining of young adults. The filled arrowhead indicates a representative healthy oocyte, open arrowheads indicate representative endomitotic oocytes (EMO), and asterisks indicate normal-appearing embryos. No EMO: no DAPI-stained DNA masses in the oviduct, and presence of normal-appearing embryos in the uterus. Moderate EMO: presence of some DAPI-stained DNA masses in the oviduct and some normal-appearing embryos in the uterus. Severe EMO: presence of DAPI-stained DNA masses in the oviduct and no normal-appearing embryos in the uterus. Scale bar, 50 μm. (D) Normalized stacked bar chart of the EMO phenotype of Day 1 adult *lin-35* null worms with DRM subunit RNAi or double DRM mutants compared to single mutants and WT.

Importantly, null mutations of individual E2F-DP and MuvB subunits cause sterility due to a severe EMO phenotype (production of endomitotic oocytes) [33, 36, 42], whereas the brood size reduction observed in *lin-35* null worms is associated with a moderate EMO phenotype (Fig 6C) [33]. E2F-DP null sterility is linked to its activating role in the germline, which is distinct from its role in DRM [36, 43]. However, MuvB null sterility is due to a defect in somatic sheath development [42]. We tested for EMO in *lin-35* null worms depleted of other DRM subunits. In *lin-35* null worms, RNAi knockdown of *lin-9* or *lin-54*, but not of *efl-1*, caused an increase in severe EMO (Fig 6D). Similarly, *lin-35; lin-54(n2231)* double mutants, but not *lin-35*; *dpl-1(n3643)* double mutants, displayed an increase in severe EMO (Fig 6D). We conclude that further loss of MuvB repression in *lin-35* null worms is catastrophic, reproducing the severe EMO phenotype previously observed only in null alleles that likely completely eliminate DRM activity.

## Discussion

Using genomic, genetic, and cell biological experiments on *C*. *elegans* lacking the sole pocket protein, we report evidence that MuvB mediates DRM target gene repression and that MuvB does not require LIN-35 to act as a transcriptional repressor. We demonstrate that loss of the sole *C*. *elegans* pocket protein LIN-35, which abolishes E2F-DP and MuvB association, results in a dramatic decrease in chromatin occupancy by both E2F-DP and MuvB and upregulation of many DRM target genes in late embryos. To determine how LIN-35 contributes to DRM gene repression, we depleted E2F-DP or MuvB subunits in *lin-35* null animals. Depletion of MuvB, but not E2F-DP, causes further target gene upregulation and enhances the *lin-35* null phenotype, indicating that MuvB directs repression of DRM target genes. Our study demonstrates that LIN-35 bridges E2F-DP and MuvB association, supporting their chromatin occupancy at target genes, and that MuvB functions innately as a transcriptional repressor of DRM target genes.

Studies of the mammalian DREAM DNA-binding motifs support the notion that MuvB mediates target gene repression. Most mammalian genes that are repressed in G_0_/G_1_ and activated in the later cell cycle contain a CDE, the binding motif for repressive E2F-DP, and a CHR, the binding motif for the LIN-54 subunit of MuvB [11]. Promoter analyses have shown that the CDE is not essential for DREAM binding; however, the presence of a CDE can enhance DREAM binding [12]. In contrast, the CHR is fully required for gene repression and activation at appropriate cell cycle stages [12]. Although our experimental approach does not eliminate the possibility that E2F-DP mediates repression of some target genes, taken together with the above motif analysis, our data support a model in which MuvB chromatin localization mediates DRM’s core repressive function.

Our assessment of the endomitotic oocytes (EMO) phenotype in the sensitized *lin-35* null background may provide a clue as to how *C*. *elegans* E2F-DP contributes to DRM activity. EMO can result from germline dysfunction, *e*.*g*. defects in meiosis or fertilization, or somatic dysfunction, *e*.*g*. defects in somatic sheath cell formation or function [44, 45]. EMO and sterility have previously been observed in null mutants of *dpl-1*, *efl-1*, *lin-9*, and *lin-54* [33, 36, 42, 43]. The *dpl-1* and *efl-1* null phenotype results from loss of E2F-DP’s transcriptional activation role in the germline, although some unknown somatic component is also involved [36, 43]. In contrast, the *lin-9* null phenotype results from defects in somatic sheath development [42]. With E2F-DP decoupled from MuvB in *lin-35* null worms, *efl-1* knockdown resulted in significant reduction in fertility but no enhancement of the EMO phenotype. In E2F-DP null worms, we suspect that E2F-DP loss affects MuvB function in somatic cells but only when LIN-35 is present, and that effect is overshadowed by loss of E2F-DP activating function in the germline. Thus, we speculate that E2F-DP function in DRM is to support the association of MuvB with gene promoters, with the pocket protein acting as the intermediary.

In *C*. *elegans*, loss of DRM activity leads to ectopic expression of germline genes in somatic cells [27, 28]. Interestingly, in wild-type worms LIN-35 chromatin localization is dramatically reduced in the germline compared to somatic tissues [41]. Additionally, EFL-1 and DPL-1 are known activators of the germline oogenic program [36], and by ChIP-seq they localize to more genomic regions in the adult germline than in late embryos [41]. However, a previous study found no evidence for E2F-DP adopting an activating function in the absence of LIN-35 and directly activating germline gene expression in somatic cells [41]. Our analysis also found no evidence for *C*. *elegans* E2F-DP occupying new genomic sites in *lin-35* null embryos that are normally only observed in the adult germline. Perhaps an additional event following loss of LIN-35 must occur before E2F-DP can localize to and activate a germline program. Our study further suggests that some DRM target genes require secondary regulatory factors in addition to loss of DRM for their activation. As an example, E2F-DP was recently shown to co-regulate some developmental genes with heat-shock factor (HSF) [46]. It is likely that additional regulatory networks overlap DRM functionality at certain DRM targets and coordinate their activation in specific tissues and times during development.

Our analysis of *C*. *elegans* DRM provides insight into how the mammalian DREAM complex components maintain cellular quiescence and promote the transition into the cell cycle. Upon exit from the cell cycle, p130/p107 promotes E2F-DP and MuvB association on chromatin, stabilizing MuvB-mediated transcriptional repression of important cell cycle gene targets (Fig 7A). We speculate that the effects on DRM activity observed in *lin-35* null embryos mimic the events that immediately follow phosphorylation-mediated release of p130 from the mammalian DREAM complex, an event triggered by progression into the cell cycle (Fig 7B) [2, 7]. Loss of the pocket protein destabilizes the chromatin association of E2F-DP and MuvB, but remaining MuvB continues to repress some target genes. In mammalian cells, MuvB-mediated repression is likely overwhelmed by 1) the release of activating E2F-DP heterodimers from the retinoblastoma protein (pRb), which promotes progression into the early cell cycle [47] and 2) incorporation of MuvB into a transcriptional activation complex with B-Myb in the late cell cycle [20, 21]. Future work on how MuvB’s regulatory role is altered from repression to activation by B-Myb will help answer how precise temporal activation of cell cycle genes is achieved.

**Fig 7:**
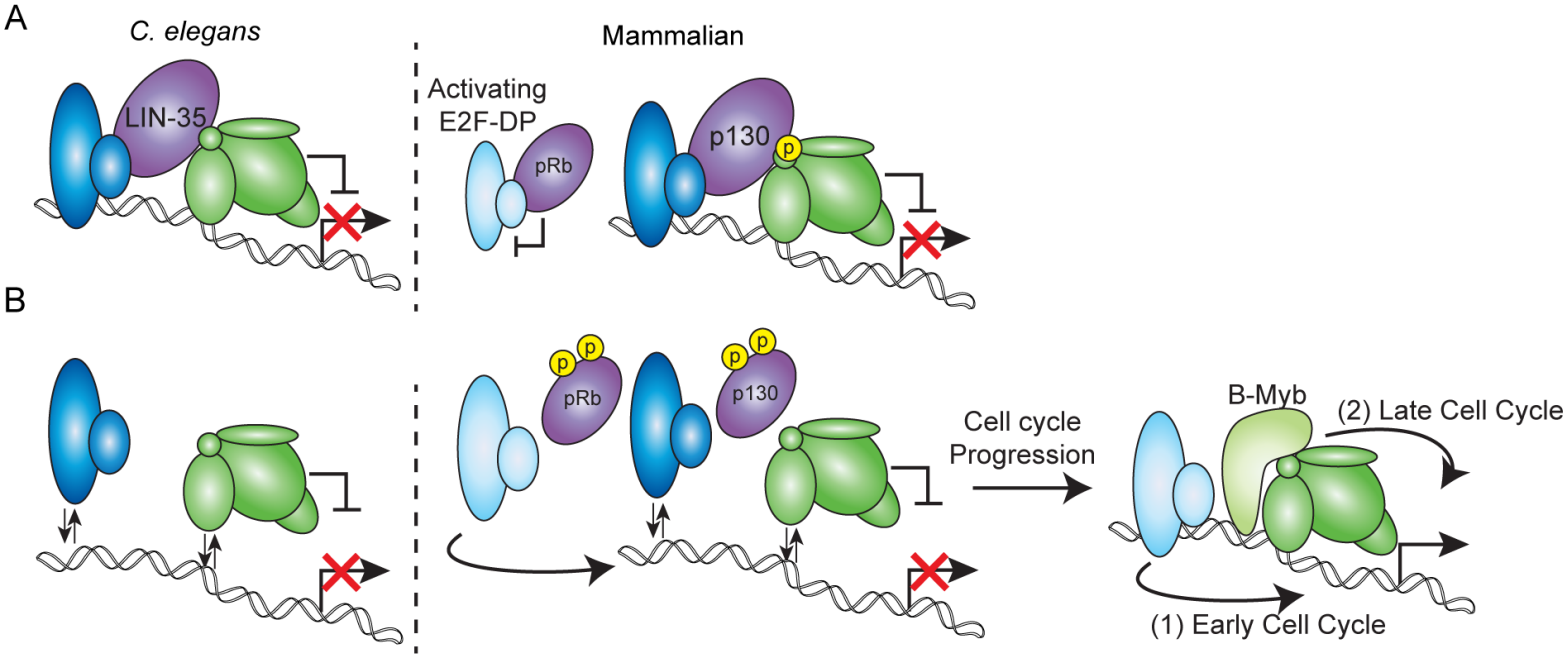
Model of DRM/DREAM function in cell cycle progression. (A) Model of the *C*. *elegans* DRM complex (left) and mammalian DREAM complex (right) activity with an intact pocket protein: E2F-DP (blue), the pocket proteins LIN-35/p130 and pRb (purple), and the 5-subunit MuvB core (green). Mammalian activating E2F-DP heterodimers (light blue) are indicated bound to pRb. Phosphorylation of LIN-52 in mammalian DREAM is based on [6]. (B) Model of the *C*. *elegans* DRM complex (left) and mammalian DREAM complex (right) activity in the absence of a pocket protein. Phosphorylation of mammalian pRb and p130 is based on [2, 7, 8]. MuvB-mediated repression of target genes is released as the cell cycle progresses, which leads to 1) activating E2F-DP heterodimers activating early cell cycle genes and 2) B-Myb association with MuvB activating late cell cycle genes [3].

The MuvB complex’s dual transcriptional role in mammalian cells has obscured how it may contribute to mammalian DREAM-mediated gene repression. Recently, it was hypothesized that DREAM stably positions a nucleosome at the transcriptional start site of mammalian DREAM target gene promoters to prevent transcriptional activation [13]. A likely candidate for mediating DREAM-nucleosome interactions is the MuvB component RBAP48 (in *C*. *elegans*, LIN-53), a WD-repeat family protein known to bind histones when present in other complexes [24]. The RBAP48 ortholog in *Drosophila* has been shown to be required for dREAM-mediated gene repression [48]. Additionally, in *C*. *elegans*, LIN-53’s role may include facilitating deposition of the histone variant HTZ-1/H2A.Z within the body of target genes [29]. If MuvB positions nucleosomes through LIN-53/RBAP48, this would represent a novel mechanism for transcriptional repression that employs targeted non-enzymatic inhibition of transcriptional initiation.

Our demonstration of MuvB’s innate repressive role may provide clues as to how the DREAM complex components evolved to meet diverse biological needs. Phylogenetic analyses suggest that the activating E2F-DPs and pRb coevolved, diverging from their respective common ancestors, which are more similar to the repressive E2F-DPs and p130/p107 DREAM components [49, 50]. Our findings in *C*. *elegans* indicate that MuvB mediates the repressive functions of the worm DREAM complex, and can perform this activity in the absence of p130/p107 and a link to E2F-DP. Thus, if DREAM-associated gene repression represents the ancestral function of E2F-DP and pocket proteins, MuvB may have emerged prior to or coincident with E2F-DP and a pocket protein. Moreover, since *C*. *elegans* does not have a B-Myb homolog, MuvB’s repressive mechanism likely represents its ancestral function, with its activating role emerging more recently [26].

Compared to the strong tumor suppressor activity of pRb, functional redundancy in p130/p107 has obscured if and how they act as tumor suppressors [51]. Interestingly, all 3 mammalian pocket proteins are specifically targeted for degradation by the E7 oncoprotein in high-risk human papillovirus (HPV) [52, 53]. Concurrently, HPV16 E7 stimulates MMB assembly and gene activation [54]. These findings illustrate how cancer cells may drive cell cycle progression by promoting disassembly of DREAM through inactivation of p130/p107 while also coaxing MuvB into its activating function. Our results describe how the pocket protein stabilizes MuvB-mediated repression, revealing that loss of the pocket protein in cancer cells may not immediately or completely relieve MuvB repression. Cancer cell retention of the MuvB complex could allow for both oncogenic transformation through MMB-mediated activation of cell cycle genes [55] and escape from cytotoxic chemotherapy by induced reentry into quiescence through MuvB’s innate repressive activity [56]. We expect that future work on how MuvB both activates and represses its target genes will provide much-needed insights into how cancers hijack cell cycle control.

## Materials and methods

### Worm strains, culture conditions, and late embryo harvesting

All strains were cultured at 20°C using standard methods, unless otherwise noted. N2 (Bristol) was used as wild type (WT). Mutant alleles that were used in this study are listed in S6 Table. For CoIP and ChIP experiments, late stage embryos were collected by bleaching gravid worms and aging embryos for up to 3.5 hours before freezing them in liquid nitrogen.

### Co-immunoprecipitation (CoIP)

Following embryo collection, extracts were prepared and CoIP performed based on [5]. Frozen late embryos were ground using a mortar and pestle, resuspended in lysis buffer (25 mM HEPES pH 7.6, 150 mM NaCl, 1mM DTT, 1mM EDTA, 0.5 mM EGTA, 0.1% Nonidet P-40, 10% glycerol) with Complete EDTA-free protease inhibitors (Roche), and sonicated twice for 30 seconds. Lysates were clarified and precleared using Protein A Dynabeads (ThermoFisher, Waltham, MA). Protein concentrations of lysates were determined using a Qubit fluorometer (ThermoFisher). 15 μg of antibody was crosslinked to 100 μL Dynabeads using dimethyl pimelimidate in 0.2 M trimethylamine pH 8.2. Crosslinking was stopped using 0.1M Tris pH 8.0, and beads were washed with 0.1 M glycine pH 2.8 before being stored in phosphate buffered saline pH 7.2 with 0.05% Tween-20. 5 mg of protein lysate and 20 μL antibody-conjugated Dynabeads were incubated for 2 hours at 4°C. Each IP was washed with lysis buffer, eluted with 50 μL 2x SDS gel-loading sample buffer for 5 minutes at 98°C, and separated by SDS/PAGE. Antibodies used in CoIP and ChIP experiments are listed in S7 Table. Western blot analysis was performed using a 1:5,000 dilution of primary antibody and a 1:2,000 dilution of an appropriate HRP-conjugated secondary antibody. Serial western blot analysis was performed by stripping the blot with buffer containing 0.2M glycine (pH 2.2), 0.1% SDS, and 1% Tween-20 between antibody probings.

### Chromatin immunoprecipitation (ChIP)

Following embryo collection, extracts were prepared and ChIP performed based on [29]. Frozen late embryos were ground, crosslinked for 10 minutes in 1% formaldehyde, and sonicated to an average size of 250 base pairs in FA buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 150 mM NaCl). Protein concentrations of lysates were determined using a Qubit fluorometer. Lysates were precleared with Protein A Dynabeads. ChIPs were performed with 1–2 mg of extract, and 2% of the extract was set aside for an input reference control. 1–5 μg of antibody were used for ChIP-seq analysis, and 0.5 μg of antibody were used for ChIP-qPCR analysis. ChIPs were incubated overnight at 4°C with 1% sarkosyl. Protein A Dynabeads equilibrated in 20 μL FA buffer were added and incubated for 2 hours at 4°C. ChIPs were washed with the following buffers: once with FA buffer containing 1 M NaCl, once with FA buffer containing 0.5 M NaCl, once with TEL buffer (10 mM Tris-HCl pH 8.0, 0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA), and twice with TE buffer (10 mM Tris-HCl pH 8.0 and 1 mM EDTA). 2 elutions of 50 μL elution buffer containing TE plus 1% SDS and 250 mM NaCl were incubated at 55°C. Eluted ChIP and input samples were incubated with proteinase K for 1 hour at 55°C. Crosslinks were reversed overnight at 65°C. DNA was purified by phenol-chloroform extraction and ethanol precipitation using glycogen as a carrier. Quantitative PCR was performed using SYBR green reagents on a LightCycler 480 (Roche, Basel, Switzerland) or an Applied Biosystems ViiA 7 Real-Time PCR System (ThermoFisher) using primers specific to select promoter regions, which are provided in S8 Table, and normalized against signal from a negative control region on chromosome IV.

### ChIP-seq preparation and analysis

Sequencing libraries were prepared from genomic DNA fragments (input) or those obtained after ChIP using the TruSeq ChIP Sample Prep Kit (Illumina, San Diego, CA). Amplified libraries were size selected to obtain 200–500 bp fragments using Agencourt AMPure XP beads (Beckman Coulter, Brea, CA). After verifying library fragment sizes using a 2100 Bioanalyzer (Agilent, Santa Clara, CA), sequencing was performed using the Illumina HiSeq 2000/4000 platforms. Libraries were sequenced at the Vincent J. Coates Genomics Sequencing Laboratory at the University of California, Berkeley. Sequencing reads were mapped to the ce10 reference genome using bowtie-1.1.2 [57], allowing a maximum of 2 reported alignments. ChIP-seq data were normalized to input using the signal extraction scaling (SES) method using deepTools and visualized using the UCSC genome browser [58–60]. Peak calling and data reproducibility checks were performed using the SPP peak caller and Irreproducible Discovery Rate (IDR) pipeline established by the ENCODE project [61, 62]. Peak overlaps and gene mapping were processed using HOMER [63], with gene transcriptional start sites (TSS) and transcriptional terminal sites (TTS) based on RefSeq annotations. Differential binding analysis was performed using the DiffBind package in Bioconductor (www.bioconductor.org) and the R statistical programming language [64]. Motif analysis was performed *de novo* using the MEME suite [32], or overlapping known motifs using HOMER and phastCons [65]. Motif sequence logos were generated using WebLogo [66]. Important quality control metrics are provided in S9 Table.

### RNA interference and transcript analysis

Bacteria from the Ahringer RNAi feeding library [67] expressing dsRNA against *efl-1*, *lin-9*, and *lin-54* were sequence-verified and fed to *lin-35(n745)* worms. Progeny from gravid worms grown in liquid media were synchronized as L1 larvae and fed RNAi on NGM plates containing 1 mM IPTG and ampicillin. RNAi feeding was administered for 2 generations at 24°C, after which late embryos from 2^nd^ generation gravid adults were collected in Trizol for RNA isolation and transcript analysis. A total of 1.5 μg RNA was DNAse treated and reverse transcribed using the High Capacity cDNA Kit (Applied Biosystems, Foster City, CA). qPCR was performed using SYBR green reagents on a LightCycler 480 (Roche) or an Applied Biosystems ViiA 7 Real-Time PCR System (ThermoFisher) using primers specific to a select gene set, which are provided in S10 Table. The relative quantity of experimental transcripts was calculated with *act-2* as the control gene using the ΔCt method with efficiency correction. Statistical analysis of genome-wide expression data was performed using R, using the Quantile normalization and Robust Multichip Average (RMA) algorithm in the affy package from Bioconductor [68, 69]. To determine differential expression, moderated T Statistics were applied using the limma package, using *q*-value < 0.05 and fold change > 1.5 as the significance thresholds [70]. For EMO and brood size scoring, 2^nd^ generation RNAi-fed L4 larvae were aged overnight and scored.

### *C*. *elegans* phenotype scoring

For endomitotic oocyte (EMO) scoring, L4 larvae were aged overnight, fixed using Carnoy’s solution, stained with the DNA intercalator DAPI, and scored blind. The definitions of severe EMO, moderate EMO, and no Emo are in the Fig 6 legend. Images were acquired using a Zeiss Axioskop (Oberkochen, Germany) and processed using Image J [71]. For brood size analyses, individuals were cloned to fresh plates every 24 hours starting at the L4 larval stage and all progeny were counted.

## Supporting information

S1 Fig All DRM subunits co-occupy similar sites with no appreciable independent chromatin association of individual subunits or sub-complexes. (A) UpSet visualization of DRM subunit peak overlaps. Black filled circles indicate the factor(s) present within an intersection category. Intersection categories consisting of less than 20 represented peaks were omitted. (B) Heatmap of normalized ChIP-seq profiles of pooled replicates for each DRM subunit across all identified peaks. High confidence DRM peaks (identified in Fig 1) are separated from the peaks that did not pass the overlap requirements (remaining DRM peaks). ChIP-seq signal appears consistently stronger in the high confidence DRM peaks when compared to the remaining DRM peaks. Even though many peaks do not pass the overlap requirements, the occupancy observed for each DRM subunit appears similar at all peak regions.
(TIF) Click here for additional data file.

S2 Fig LIN-35 mediates the association of E2F-DP and MuvB. Full western blots from 2 co-immunoprecipitation experiments performed on biological replicate late embryo lysates. Proteins bound (B) and unbound (UB) by EFL-1, LIN-37, or control IgG immunoprecipitation were separated by SDS/PAGE, and western blot analysis was performed using the antibodies indicated in the bottom right corner. 5% of Input was included. Arrows indicate protein bands presented in main Fig 2. Asterisks indicate bands that carried over from a previous blot.
(TIF) Click here for additional data file.

S3 Fig Chromatin occupancy of DRM subunits decreases genome-wide in *lin-35* null compared to wild-type late embryos. (A) Scatter plot of normalized ChIP-seq reads in *lin-35* vs. wild type (WT) for each DRM subunit for Class I (dark) and Class II (light) peaks, as described in the Fig 3 legend. Each point indicates the WT (x-axis) and *lin-35* null (y-axis) read density of pooled replicates within a single wild-type DRM peak from E2F/DP (blue), LIN-35 (purple), and MuvB (green) subunit ChIP-seq. Dotted lines indicate the slope expected if DRM occupancy is equivalent in WT and *lin-35* ChIP-seq. (B) ChIP-qPCR of 5 DRM subunits at 8 Class I peaks and 4 Class II peaks. H3K4me3 ChIP was included as a positive control. Signals are presented as the log_2_ fold enrichment of the ChIP signal for each region vs. a negative control region (a non-coding region of chromosome IV). Error bars indicate standard error of the mean. Significance was determined by a student’s T test between subunit ChIP values in WT versus *lin-35* (* p-value < 0.05, ** p-value < 0.01) or between subunit versus IgG ChIP values in *lin-35* († p-value < 0.05, ‡ p-value < 0.01). The chromatin occupancy of the majority of DRM subunits significantly decreased at all sites tested. Additionally, the majority of DRM subunits retained significant chromatin enrichment over IgG in *lin-35* null embryos at 9 of the 12 sites tested.
(TIF) Click here for additional data file.

S4 Fig In 2 of the 3 *lin-35* null extracts, DRM subunit ChIP-seq signal is dramatically decreased compared to wild type. Box plots of normalized read counts in DRM peaks in wild-type (WT) versus *lin-35* null replicates for each DRM subunit. Box plots show the median (black bar) with each box extending from the 25^th^ to 75^th^ percentile. Extended whiskers indicate the 2.5^th^ and 97.5^th^ percentile, and wedges indicate the 95% confidence interval for the medians. Outliers were removed from the graphs. Signal from the 2^nd^ *lin-35* null ChIP-seq replicate appears to be abnormally elevated compared to the 1^st^ and 3^rd^ replicates.
(TIF) Click here for additional data file.

S5 Fig DRM binds upstream of several DRM subunit genes, and loss of DRM function causes upregulation of several DRM subunit transcripts but not of the corresponding proteins. (A) Genomic profiles of each DRM component in wild-type (WT) and *lin-35* late embryos near DRM subunit genes. E2F-DP subunits (blues), LIN-35 (purple), and MuvB subunits (greens) were overlaid on the same track. Normalized ChIP-seq enrichment values for each data track are indicated on the y-axis, and the chromosomal coordinates of the areas shown are indicated below the x-axis. Gene transcriptional start sites are indicated by black boxes, coding strand directions are indicated by white arrowheads, and gene transcriptional termination sites are indicated by black arrowheads. Other genes in the region are similarly indicated in grey. Each DRM peak location is indicated by a black rectangle with the peak center highlighted in red. Of the 8 DRM genes, only *lin-37* and *lin-52* are not targeted by a promoter-bound DRM peak. (B) RT-qPCR analysis comparing transcript levels of DRM subunit genes in *lin-35(n745)* (purple) and *lin-54(n2231)* (green) late embryos to the level in WT (white) late embryos, presented as the relative quantity (Rq) compared to *act-2*. Error bars indicate standard error of the mean, and significance was determined by a student’s T test between transcript levels in mutant vs WT (* p-value < 0.05, ** p-value < 0.01). 7 of the 8 DRM genes were upregulated in *lin-35* and/or *lin-54* mutants. *lin-35* transcripts in *lin-35* null embryos were significantly decreased compared to WT, consistent with the W151Stop* mutation leading to nonsense-mediated decay of the transcript. (C) Western blot analysis of 2 biological replicates of WT and *lin-35* lysates performed using the antibodies indicated on the right. Alpha-tubulin served as a loading control. (D) ChIP-qPCR of DRM subunits at the *mes-2*, *cdk-1*, and *pcn-1* gene promoters in L1 larvae. Signals are presented as the log_2_ fold enrichment of the ChIP signal for each region vs. a negative control region (a non-coding region of chromosome IV). Error bars indicate standard error of the mean. Significance was determined by a student’s T test between subunit ChIP values in WT versus *lin-35* (* p-value < 0.05, ** p-value < 0.01) or between subunit versus IgG ChIP values in *lin-35* († p-value < 0.05, ‡ p-value < 0.01).
(TIF) Click here for additional data file.

S6 Fig Identification of conserved CDE and CHR motifs in DRM peak regions. (A,B) Enrichment of phylogenetically conserved (phasCons > 0.7) CDE-like sequences (IUPAC code: BSSSSS, allowing 1 mismatch) and CHR-like sequences (IUPAC code: TTYRAA) in DRM peak regions (1418 regions) compared to background promoters of all non-overlapping and non-DRM target genes (16,471 background regions). Black bars and bolded sequences indicate significant enrichment over background using a hypergeometric distribution (p-value < 1e-5). Not all potential CDE sequences are shown. (C,D) Motif enrichment in Class I versus Class II DRM peaks and in HOT versus not HOT DRM peaks using a chi-squared test (p < 0.05). Although we observed enrichment of the *de novo* motif in Class I peaks compared to Class II peaks, the enrichment was lost when we tested conserved CDE and/or CHR motifs. This result suggests that the presence of a DRM motif does not distinguish the two peak classes. Conserved CDE and CHR motifs were observed in HOT DRM peaks, suggesting that many DRM peaks in HOT regions are true DRM binding sites.
(TIF) Click here for additional data file.

S7 Fig In the absence of LIN-35, E2F-DP and MuvB subunits remain confined to wild-type DRM peak regions. (A,B) Venn diagrams showing total peak overlaps for each E2F-DP subunit (A, blue) and each MuvB subunit (B, green) in *lin-35* compared to wild-type (WT) ChIP-seq. The number of subunit peaks observed only in WT (i), in both WT and *lin-35* (ii), and only in *lin-35* (iii) are indicated. Total overlaps of subunit peaks observed only in *lin-35* (iii) for E2F-DP (A) or MuvB (B) are indicated in the 2^nd^ venn diagram (grey). (C) Heatmap of normalized ChIP-seq profiles of pooled replicates for each DRM subunit. Plotted regions for each subunit are separated based on whether the peak was observed only in wild type (WT) (i), observed in both WT and *lin-35* (ii), or observed only in *lin-35* (iii). Many "*lin-35* only" peaks reside near DRM binding sites already observed in WT.
(TIF) Click here for additional data file.

S8 Fig Upregulation of DRM target genes in DRM mutants appears stage-dependent. (A) Venn diagrams showing DRM target genes that are upregulated based on microarray analysis from [37] (*lin-35* early embryo (EE) and L1, light and dark purple) and [33] (*lin-54* mixed-stage embryo (ME), green) (Group A genes). (B) Box plots of wild-type (WT) or mutant (*lin-35* or *lin-54)* log_2_ average expression values of Upregulated DRM targets (Group A), Not Upregulated DRM Targets (Group B), and All Genes. Staging of the samples for each experimental group is indicated: early embryos (EE), mixed-stage embryos (ME), and L1 larvae (L1). Box plots show the median (black bar) with each box extending from the 25^th^ to 75^th^ percentile. Extended whiskers indicate the 2.5^th^ and 97.5^th^ percentile, and wedges indicate the 95% confidence interval for the medians. Outliers were removed from the graphs. Significance (* p-value < 0.05, ** p-value < 0.01) was determined by a Wilcoxon-Mann-Whitney test. These results indicate that detectable upregulation reflects a drop in the average expression of DRM target genes in WT over developmental time, not an increase in the average expression of DRM target genes in mutants. This effect is also observed in Group B genes but the repression is not as dramatic. We speculate that Group A genes are progressively more repressed by DRM over developmental time; DRM dysfunction manifests as a failure in this repression and hence gene upregulation as development progresses. In contrast, Group B genes may include genes that 1) DRM does not fully repress or 2) are activated intermittently as development progresses. These findings suggest that detection of DRM target gene upregulation is dependent on developmental stage because wild-type DRM requires developmental time to establish repression of gene targets.
(TIF) Click here for additional data file.

S9 Fig Classification of DRM Target genes by GO enrichment analysis. (A) REViGO gene ontology (GO) visualization of terms, which helped identify informative GO terms, enriched in Group A targets (left) vs. Group B targets (right), as described in Fig 5. GO terms are clustered on the x-y plane based on semantic similarity measures, with the size of each bubble indicating the GO term frequency and the color indicating the Benjamini adjusted p-value. Representative GO terms are highlighted and labeled. (B,C) Bar chart plotting the –log_10_ Benjamini adjusted p-value of selected GO term enrichment observed in (B) DRM targets marked by Class I peaks vs. Class II peaks, and (C) DRM targets marked by HOT regions vs. not HOT regions.
(TIF) Click here for additional data file.

S10 Fig Knockdown efficiency of DRM subunits in *lin-35* null embryos. (A) RT-qPCR quantification of the effectiveness of RNAi depletion of *efl-1* (blue), *lin-9* (light green), and *lin-54* (dark green) transcript levels in *lin-35* null (*lin-35(n745))* late embryos compared to empty-vector (Ctrl, purple) RNAi. (B) Genomic profiles of each DRM component in wild-type (WT) and *lin-35* null late embryos at *rme-2* and *mex-5*. E2F/DP subunits (blues), LIN-35 (purple) and MuvB subunits (greens) were overlaid on the same track. Normalized ChIP-seq enrichment values for each data track are indicated on the y-axis, and the chromosomal coordinates of the areas shown are indicated below the x-axis. Gene transcriptional start sites are indicated by black boxes, and coding strand directions are indicated by white arrowheads. (C) RT-qPCR analysis of *rme-2* and *mex-5* following *efl-1* (blue), *lin-9* (light green), and *lin-54* (dark green) RNAi in *lin-35* null late embryos as compared to empty-vector (Ctrl, purple). Expression values from 2 independent experiments each consisting of 4 biological replicates for each RNAi condition were averaged and presented as the relative quantity (Rq) compared to *act-2*. Error bars indicate standard error of the mean.
(TIF) Click here for additional data file.

S1 Table Wild-type DRM peak regions. (XLSX) Click here for additional data file.

S2 Table *lin-35(n745)* DRM peak regions. (XLSX) Click here for additional data file.

S3 Table Expression analysis of DRM target genes. (XLSX) Click here for additional data file.

S4 Table DAVID GO term enrichment. (XLSX) Click here for additional data file.

S5 Table RT-qPCR analyses. (TIF) Click here for additional data file.

S6 Table Strain information. (TIF) Click here for additional data file.

S7 Table Antibody information. (TIF) Click here for additional data file.

S8 Table ChIP-qPCR primers. (TIF) Click here for additional data file.

S9 Table ChIP-seq data information. (TIF) Click here for additional data file.

S10 Table RT-qPCR primers. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

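ChIP-seq of 7 DRM subunits in late embryos of *C. elegans* was analysed, in wild type and, for all but LIN-35, in *lin-35* null embryos. The labels of 46 samples were mapped to subunit, genotype, replicate, and library protocol before any values were read. The 13 deposited peak lists were used, 1 for each subunit and genotype. The authors mapped reads to ce10 with bowtie, called peaks with SPP against input, and kept peaks by the IDR procedure at 1% over all replicates. The deposited lists give an SPP signal value for each peak, which the authors made from the libraries of that list against their input, on a scale that the paper's text does not state. They also give a value on the −log10 scale, deposited by the authors as the SPP false discovery rate, which is constant in most lists and was not used to rank peaks. Differential binding, with DiffBind and DESeq2, was done by the authors on read counts, and its outcome was taken from S1 Table as the paper's. The classes, HOT regions, motifs, and log2 ratios are those of S1 Table, and the locations and gene assignments those of S3 Table. The DPL-1 sheet of S1 Table was held only in part and was not used.

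The lists hold no read counts and no values of single replicates. The depth therefore cannot be read from them, and the paper's S9 Table of ChIP-seq quality metrics was not used here. No error can be given, and tests count sites, regions, or, for Group A and Group B, genes, some of which share a site. None of these are replicates. Signal values were turned into percentiles within each list. All computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks were shared when they overlapped by at least 1 bp. E2F-DP regions needed both subunits, MuvB regions at least 3 of 4, and DRM sites an E2F-DP region, a LIN-35 peak, and a MuvB region. A site of S1 Table was retained when *lin-35* null peaks of both E2F-DP subunits and at least 3 MuvB subunits overlapped it.

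Retention was compared between groups of sites in 8 tables by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 8. The wild-type percentiles of retained and other sites were compared by a two-sided permutation test with 100000 resamples. Mantel-Haenszel odds ratios were computed within 4 rank groups of equal size by wild-type percentile, with a chi-square test without continuity correction. Overlap of E2F-DP with MuvB, and closeness of *lin-35* null peaks to wild-type peaks, were compared with 1000 random placements, each 10 to 50 kb away on the same chromosome. The placements moved the merged E2F-DP and MuvB regions, where the plan spoke of peaks, and chromosomes were taken to run from the first to the last peak of all lists. The random seed was 20170. On simulated data with 1600 sites, the steps found 1121 of 1121 DRM sites and 625 of 625 kept sites. The odds ratio found was 2.84 where 3 was simulated. On simulated sets with no real overlap, the placement test may have been slightly too liberal near 0.05.

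The genes and sites named in the text were fixed by a rule. They are every gene for which the paper shows or names DRM binding, with the sites S3 Table assigns to it, the sites that S1 Table marks as increased, and, among clusters of *lin-35* null peaks with no wild-type peak, the 5 with peaks of the most subunits. Alternatives to the overlap, the peak width, the order of merging, the threshold of the lists, their length, the definition of a retained site, and the placement were tried. The first explanations and their tests were written down after the counts of regions and shared peaks had been seen, and before the retention, rank, and placement results. LIN-35 ChIP in *lin-35* null embryos, the input libraries, and the coverage tracks were not analysed here. The co-immunoprecipitation, qPCR, microarray, and RNAi experiments were not analysed here. Motif sequences and the genes beside *lin-35* null clusters were not examined, since no ce10 sequence or annotation was used here.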

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

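The tests of this part were chosen only after the result was seen. In wild type, 332 of the 1941 MuvB regions (17.1%), each with peaks of at least 3 MuvB subunits, overlapped no LIN-35 peak. The paper bases its analyses on the sites that LIN-35 shares with E2F-DP and MuvB and states that sub-complexes apart from DRM were not appreciable. The text and the picture of Fig 1B print no number for these regions. By its legend, S1 Fig shows the overlaps of the subunits and the signal at the peaks outside the DRM sites, and that picture was not used here. The legend states that signal was stronger at the DRM sites and that the subunits had similar occupancy at all peaks. Of the 332, 189 held a peak of at least 1 E2F-DP subunit.

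Peaks lying beside each other were argued against as the whole cause, since 21 of the 332 regions (6.33%) lay within 1000 bp of a LIN-35 peak. The biological explanation that MuvB binds these regions without LIN-35 would leave MuvB in place in *lin-35* null embryos. Instead, 39 of the 332 regions (11.7%) overlapped a MuvB region of *lin-35* null, against 901 of the 1609 regions with a LIN-35 peak (56.0%). Within 4 groups of equal size by the MuvB signal rank, the Mantel-Haenszel odds ratio of keeping MuvB was 0.241, which argues against binding that is independent of LIN-35, although differences in peak height within a group were not removed. What stays open is that these are weak sites. Their MuvB peaks had a mean percentile of 25.6, against 58.9 for MuvB regions with a LIN-35 peak, which is consistent with LIN-35 signal that falls under the threshold of its list. The LIN-35 list also had the narrowest peaks, 290 bp, and came from 2 libraries of the older protocol, and what these contribute was not tested.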

How the results depend on the processing

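The main settings and the alternatives listed first here were chosen before the data were examined. Another 12 combinations of list, overlap, merging, and MuvB rule, and the settings for single named sites, were chosen after seeing the data. Over all 66 results, 274 of the values under an alternative stayed on the same side of their threshold or within 1.5 times the main value, 27 counts moved by more, 2 odds ratios lost their significance in the same direction, and 3 changed direction, 2 of these without significance.

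Shortening the wild-type lists to the length of the *lin-35* null lists moved counts most. It gave 741 E2F-DP regions, 1157 MuvB regions, and 740 DRM sites in wild type, and 128 DRM sites that lost both. With all lists merged in a single step as well, these were 741, 1156, 740, and 128. With overlap of at least 50%, they were 7.5e+02 (rounded to 2 digits), 1162, 742, and 133, and with both changes 743, 1161, 742, and 133. Fewer peaks enter under this alternative by construction. DRM sites that kept both then numbered 499, against 613 with the full lists. The other alternatives kept the counts of regions and sites within 1.5 times, with DRM sites in wild type between 1119 and 1427, those that lost both between 420 and 620, and those that kept both between 482 and 616.

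The odds ratio of retention for sites with the *de novo* motif was reversed to 0.813 (two-sided Fisher's exact test, adjusted p = 0.106) when any 1 subunit was enough, and to 0.513 (Mantel-Haenszel chi-square test, adjusted p = 1.18e-05) within the 4 rank groups by wild-type signal. Over the alternatives, its adjusted p ranged from 3.65e-06 to 0.106. For the CHR motif, the odds ratio within rank groups was 0.879 (Mantel-Haenszel chi-square test, not distinguishable from no difference, adjusted p = 0.396, the highest of its alternatives, with 1.69e-07 the lowest). For Group A against Group B genes, it was 1.08 (two-sided Fisher's exact test, adjusted p = 0.685) with any 1 subunit and 1.01 (Mantel-Haenszel chi-square test, adjusted p = 0.921) within rank groups, and the lowest adjusted p of its alternatives that changed any site was 0.00141. The cause was not tested in this part. The comparisons by class, HOT region, CDE motif, promoter location, X chromosome, and wild-type rank, and both placement tests, kept their direction and significance under every alternative run. Restricting the sites of S1 Table to those that overlap a DRM site found here removed none of the 1418 sites, so it tests nothing, and the 9 values under it are counted among the 274 without showing stability.

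No paired analysis was possible because each list combines all replicates of its subunit and genotype, so the replicate numbers that the labels share between genotypes carry no values. For the same reason, it was not possible to leave a replicate out. The paper reports that the signal of a *lin-35* null replicate appeared abnormally elevated. Leaving that replicate out of the paper's differential binding analysis raised the share of sites called decreased. The retained, lost, and class counts given here all include it. The depth of the libraries cannot be read from the lists, so the share of lost peaks that only fell under the peak threshold was not measured.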

Differences from the paper's values

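None of the counts of peaks, regions, or sites that the paper states differed by more than 1.5 times from the count found here under the main settings. The largest gaps were in *lin-35* null embryos, with 1109 MuvB regions against the paper's 878, 509 DRM sites that lost both E2F-DP and MuvB against the paper's 621, and 613 that kept both against the paper's 564.

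Some settings chosen after seeing the values, from 18 combinations tried in all, came closer. With 200 bp windows and overlap of at least 50%, there were 1544 E2F-DP regions, 1983 MuvB regions, and 1418 DRM sites in wild type, which are the paper's 1544, 1983, and 1418. With overlap of at least 50% and all lists merged in a single step, 1544 E2F-DP regions were also found, and with 200 bp windows added to these, 1983 MuvB regions. With 200 bp windows, overlap of at least 50%, and all 4 MuvB subunits required in *lin-35* null, there were 880 MuvB regions against the paper's 878, 742 E2F-DP regions against the paper's 740, 620 DRM sites that lost both against the paper's 621, and 562 that kept both against the paper's 564. With all 4 MuvB subunits required and no other change, there were 853 MuvB regions, 601 sites that lost both, and 572 that kept both. The paper's text names at least 3 of 4 subunits for MuvB in wild type.

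The paper states that 4 genes had no detectable E2F-DP or MuvB in *lin-35* null late embryos. In the deposited lists this held at 1 of the 4, *rad-51*. At *air-1*, *kbp-3*, and *mes-4*, the called peaks had percentiles of at most 57.2. The lists include the *lin-35* null replicate whose signal the paper describes as appearing abnormally elevated. The paper also checked retained or lost binding by ChIP-qPCR at 4 of the sites of Fig 5, which was not analysed here. The paper's S3 Table itself names a *lin-35* null DRM peak at *air-1* and *kbp-3*, and none at *rad-51* and *mes-4*. Peaks of 5 subunits overlapped the *air-1* site, of 6 subunits the *kbp-3* site, and of 3 subunits the *mes-4* site. With the lowest 25% of each list left out, a setting added for these sites after seeing the data, *air-1* had 3, *mes-4* had 1, and *kbp-3* had 4.

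The paper states that motif content does not predict whether E2F-DP or MuvB stay bound. Its S6 Fig compares motifs between Class I and Class II, which rest on read counts, whereas retention here rests on called peaks. By the peak lists, sites with a conserved CDE motif were retained more often, with an odds ratio of 1.99, and between 1.41 and 2.18 under the alternatives set before the data were examined. The CDE comparison was not split by HOT region, so a part of HOT regions in it stays open. For the *de novo* motif, the odds ratio of 1.36 was reversed to 0.813 and 0.513 under 2 of these alternatives, past the threshold of 0.05 for the latter alone. For the CHR motif, the odds ratio of 1.43 became 0.879 within the 4 rank groups by wild-type signal, which was not distinguishable from no difference, and stayed between 1.43 and 1.93 under the others.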

Other observations

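Of the tests in this part, those on the length of the lists, the library protocols, and the wild-type rank of sites with the *de novo* motif were chosen only after the result was seen. The others were set down before their own results, when the counts of regions and shared peaks were already known. Sites and genes are not replicates, and every test compares these lists.

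DRM sites in HOT regions were retained more often, 255 of 425 (60.0%) against 361 of 993 (36.4%), with an odds ratio of 2.63 (two-sided Fisher's exact test, adjusted p = 9.32e-16 over 8 tables). Higher wild-type peaks at HOT sites were argued against as the whole cause, since the Mantel-Haenszel odds ratio within the 4 rank groups by wild-type signal was 2.25 (chi-square test, p = 2.04e-09). The difference lay mostly in the lower groups. In the lowest, 28.3% of HOT sites and 6.43% of other sites were retained, and in the next 48.5% and 17.7%. In the third group, the shares were 54.9% and 52.7%, and in the highest 88.3% and 80.7%. Broad accessibility of HOT regions, which would raise signal from any antibody, stays open, and no biological explanation was tested.

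Sites retained in *lin-35* null embryos ranked higher in the wild-type lists. The *lin-35* null lists are shorter, and a fixed order of sites read to a shorter length would give this pattern with no site changing its rank. With the wild-type lists shortened to the same length, 17.3% of the remaining DRM sites still had neither an E2F-DP nor a MuvB region in *lin-35* null. Noise between lists was not measured, since no list of a single replicate was analysed here, and it may account for all of the 17.3%. A fixed order with noise and a change in the order of sites therefore cannot be told apart by this test.

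Every subunit had fewer peaks in *lin-35* null than in wild type. Of the 16 wild-type libraries of these subunits, 6 were made with the protocol of the *lin-35* null libraries, and the wild-type lists combine both protocols, or, for LIN-37, this protocol with libraries of an earlier study. The effects of protocol and genotype on the number of peaks therefore cannot be told apart in the lists, and the longer growth of the *lin-35* null cultures also stays open.

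*lin-35* null peaks with no wild-type peak of the same subunit lay within 1000 bp of a wild-type peak of some subunit in 71.4% of cases, far above random placement, and 604 of the 891 (67.8%) overlapped one. They were also low, with a mean percentile of at most 26.0 in any of the 6 lists. Both values are consistent with weak peaks at sites already bound in wild type, called for a subunit in a single genotype. LIN-9 had the largest share of such peaks, but among as many top peaks as the shortest list holds, 783, the LIN-9 share was 4.47%, within the range of the other subunits, which reached 5.75%. The longer LIN-9 list is thus a candidate explanation for its larger share. The clusters that overlapped no wild-type peak of any subunit had peaks with a mean percentile of 22.8, as weak peaks near the threshold would. Of the 148 clusters, 81 held a peak of 1 subunit. The 5 named clusters, with 5 or 6 subunits, had mean percentiles from 43.6 to 60.7, so this reading does not cover them. All 148 clusters were selected for overlapping no wild-type peak. Of these, 12 (8.11%) lay within 1000 bp of one, and the median distance over the 148 was 7455 bp. No biological explanation was tested.

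Of the Class I sites, which the paper calls decreased, 288 kept *lin-35* null peaks of both E2F-DP subunits and at least 3 MuvB subunits. Within Class I, these sites had higher wild-type peaks, with a mean percentile of 87.8 against 58.4 for the other 578 and an area under the ROC curve of 0.924 (two-sided permutation test, p = 1e-05, the smallest p 100000 resamples can give). This is consistent with strong sites that decrease and still pass the peak threshold.

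On the X chromosome, 4 of 53 DRM sites (7.55%) were retained, against 612 of 1365 on the autosomes (44.8%), an odds ratio of 0.100 (two-sided Fisher's exact test, adjusted p = 1.12e-08 over 8 tables). The retained share on single autosomes ranged from 42.1% on II to 49.4% on III. The paper does not report this difference. Lower wild-type signal on X was argued against as the whole cause, with a Mantel-Haenszel odds ratio of 0.147 within rank groups (chi-square test, p = 1.90e-05). The deficit came from the middle groups, with 0 of 17 X sites retained in the next to lowest and 5.26% of 19 in the next to highest, against 23.4% and 53.2% of all DRM sites there. In the lowest group, 12.5% of 16 X sites were retained, against 13.0% of all DRM sites, and the highest group held 1 X site, which was retained. Fewer promoter sites on X, 56.6% against 79.2%, were also argued against, with an odds ratio of 0.154 when the rank groups were split by promoter location (chi-square test, p = 2.75e-05). The peak threshold alone was argued against by the paper's log2 ratios of wild type to *lin-35* null in S1 Table, whose mean over the 6 subunits was 3.01 on X and 1.77 on the autosomes, a difference of 1.24 (two-sided permutation test, p = 1e-05, the smallest p 100000 resamples can give). X held between 4.88% and 6.28% of the peaks of each wild-type list of these subunits and between 1.39% and 4.34% of each *lin-35* null list. A stronger effect of losing LIN-35 on X than on the autosomes stays open as an untested hypothesis, and so do the library protocols, the growth times, and a difference in the amount of X chromatin between the genotypes, since the input libraries were not analysed here.

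Genes of Group A kept a retained promoter site more often than genes of Group B, 208 of 363 (57.3%) against 543 of 1152 (47.1%), an odds ratio of 1.51 (two-sided Fisher's exact test, adjusted p = 0.001). This table counts 1515 genes over 1111 promoter sites, so genes that share a site are not independent and the p takes them as separate. The groups were formed here from the marks of S3 Table, and the paper counts 362 and 1153 genes in them. Within the 4 rank groups of these genes by wild-type signal, the odds ratio was 1.01 (chi-square test, p = 0.921), consistent with higher wild-type peaks at Group A promoters as the source of the difference.

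Sites with the *de novo* motif were retained more often overall and less often within the rank groups by wild-type signal. In the lowest group, 3.39% of 118 sites with the motif and 17.7% of 237 without it were retained, and in the highest 81.5% of 265 and 92.1% of 89. The motif went with a higher wild-type rank, with an area under the ROC curve of 0.682 (two-sided permutation test, p = 1e-05, the smallest p they can give), which is consistent with rank as the source of the difference overall. HOT regions held 24.6% of the sites with the motif and 35.5% of those without it. They were argued against as the whole cause of the difference within rank groups, since the odds ratio was 0.610 (chi-square test, p = 0.000926) when the groups were also split by HOT region. Why sites of the same rank differ by motif stays open.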
